# Differentially expressed transcripts and associated protein pathways in basilar artery smooth muscle cells of the high-salt intake–induced hypertensive rat

**DOI:** 10.7717/peerj.9849

**Published:** 2020-10-13

**Authors:** Junhao Huang, Lesha Zhang, Yang Fang, Wan Jiang, Juan Du, Jinhang Zhu, Min Hu, Bing Shen

**Keywords:** Basilar artery, Vascular smooth muscle cell, High-salt intake, Hypertension, High-throughput sequencing

## Abstract

The pathology of cerebrovascular disorders, such as hypertension, is associated with genetic changes and dysfunction of basilar artery smooth muscle cells (BASMCs). Long-term high-salt diets have been associated with the development of hypertension. However, the molecular mechanisms underlying salt-sensitive hypertension-induced BASMC modifications have not been well defined, especially at the level of variations in gene transcription. Here, we utilized high-throughput sequencing and subsequent signaling pathway analyses to find a two–fold change or greater upregulated expression of 203 transcripts and downregulated expression of 165 transcripts in BASMCs derived from rats fed a high-salt diet compared with those from control rats. These differentially expressed transcripts were enriched in pathways involved in cellular, morphological, and structural plasticity, autophagy, and endocrine regulation. These transcripts changes in the BASMCs derived from high-salt intake–induced hypertensive rats may provide critical information about multiple cellular processes and biological functions that occur during the development of cerebrovascular disorders and provide potential new targets to help control or block the development of hypertension.

## Introduction

Hypertension plays a substantial etiological role in cerebrovascular disorders, such as stroke, which have high incidence and mortality rates (Liu et al., 2007; Zhou et al., 2019). The pathology of most cerebrovascular disorders is associated with homeostatic changes and dysfunction of basilar artery smooth muscle cells (BASMCs). Vascular smooth muscle cells possess remarkable phenotypic plasticity that enables them to rapidly switch their phenotype in response to a variety of environmental stimuli (Starke et al., 2014). This phenotypic switching is a crucial component of vascular diseases, such as hypertension, and in aging (Lacolley et al., 2012). Homeostatic changes, especially an increase in the free intracellular calcium concentration ([Ca^2+^]_i_), not only determine the contractile state of vascular smooth muscle cells (VSMCs) but also impact the activities of multiple Ca^2+^-associated transcription factors and regulators, which in turn regulate the phenotype and function of VSMCs (Touyz et al., 2018).

It has already been shown that a long-term high-salt diet can lead to hypertension and to the development of cardiovascular disease (Grillo et al., 2019; Karppanen & Mervaala, 2006). High-salt intake is one of the high-risk factors contributing to cerebral ionic homeostatic impairment, especially for Ca^2+^, in VSMCs (Zhu et al., 2005). High-salt intake causes increased transient receptor potential polycystic 2 expression levels in VSMCs, thereby sensitizing the blood vessel response to contractors and inducing hypertension (Zhao et al., 2015). Arteries from rats fed a high-salt diet show reduced ability to properly modulate [Ca^2+^]_i_ levels, with increased activity of the Ca^2+^ sensitization pathway RhoA/ROCK (Crestani, Webb & Da Silva-Santos, 2017). Furthermore, a recent study has shown that in the isolated culture of human aortic smooth muscle cells, increasing NaCl concentration by as little as 4 mM causes substantial cell membrane damage, leading to chronic sodium (Na^+^) and Ca^2+^ overloads and hypertrophy in VSMCs (Bkaily et al., 2018). However, the molecular mechanisms underlying the salt-sensitive hypertension-induced VSMC modifications have not been well described. High-throughput sequencing technologies are efficient tools for examining genetic or genomic variation and for evaluating potential biomarkers in clinical research (Soon, Hariharan & Snyder, 2013). Transcripts changes in the high-salt intake–induced hypertension rat model, especially in BASMCs, may provide critical information about multiple cellular processes and biological functions that occur during the development of cerebrovascular disorders.

Therefore, in the present study, transcript expression levels in BASMCs derived from rats fed normal chow or a high-salt diet were identified by next-generation sequencing. Several bioinformatics tools were applied to analyze the data from those two groups. Their differentially expressed genes (DEGs) and associated protein pathways were identified to construct a protein-protein interaction (PPI) network and to determine potential key proteins. The results of this study highlight the significant molecular and signaling pathway alterations in BASMCs that are induced by high-salt intake, providing insights into potential new therapeutic strategies for cerebrovascular disorders associated with the dysfunction of VSMCs.

## Materials & Methods

### Animal treatment

All the animal experiment procedure was also permitted by the Animal Ethics Committee of Anhui medical university (Licience No. LLSC20150048). All procedures were conducted in accordance with our institutional guidelines and the National Institutes of Health Guide of the Care and Use of Laboratory Animals. The 6-week old male SD rats (180–200 g) were purchased from the animal center of Anhui medical university, then separately into two groups of high-salt group and control group. Rats were housed in 485 mm × 350 mm × 200 mm cages with three rats in each cage. The lights in the raising environment were maintained in a 12/12 h light/dark cycle. Temperature was controlled between 22−25 °C. The animals were fed under free food and water. The high-salt diet comprised rat chow supplied for control group rat and additional 4% (w/w) sodium chloride (NaCl). When the systolic blood pressure levels were determined by tail-cuff method and significantly increased above 30 mmHg in the rats eating the high-salt diet for 4 weeks, all these rats along with control rats fed a normal rat chow diet were sacrificed by continuously inhaling carbon dioxide, which was complied with the requirement of euthanizing animals criteria. The rats’ brains were isolated and put in the Kreb’s solution (NaCl 118 mM, KCl 4.7 mM, CaCl_2_ 2.5 mM, MgSO_4_ 1.2 mM, KH_2_PO_4_ 1.2 mM, NaHCO_3_ 25 mM, glucose 11.1 mM, pH 7.2–7.4, 4 °C). Brain basilar arteries were isolated, and then unnecessary connective tissues were eliminated by using anatomical microscope. By mechanically removed using wires repeatedly, the endothelial cells were denuded. All the tissues collective operation was previously described (Jiang et al., 2019). All the remain basilar artery smooth muscle cells of each single rat were collected, and then messenger RNAs extractions were performed using Poly A selection of Illumina TruSeq RNA sample preparation protocol to establish the RNA sample libraries.

### Blood pressure measurement by tail-cuff method

The systolic blood pressure of model rats was determined by a noninvasive method using tail-cuff plethysmography as previously described (Streeter, Hart & Badoer, 2012). Firstly, conscious rats were placed in a pre-warmed chamber for 15–20 min before blood pressure examination. Then, a pneumatic pulse transducer was settled on the rat’s tail. The signals from tails were conducted and analyzed automatically by a data recording and analysis system (BL-420E+, Chengdu Technology & Market Corp, China). Blood pressure of each rat was recorded as the mean of these measurements. Data was presented as means ± SEM, and statistical analysis was performed using two-way analysis of variance followed by Games-Howell *post hoc* tests by GraphPad Prim 6 (GraphPad Software Inc). Statistical significance was considered when *P < 0.05.

### High-throughput sequencing and data analysis

The RNA sample libraries were established and sequenced using the high-throughput Illumina HiSeq 2500 sequencing platform, with a sequencing length of 150 base pairs. We finally acquired three RNA sample libraries of the rats of control group and three RNA sample libraries of the rats of high-salt diet group, which were labeled as case group. All the quantity and quality of RNA sample were up to the standards of high-throughput sequencing. The RNA sequencing (RNA-Seq) Fastq raw data were pruned using Trimmomatic to remove adaptors and lower mass reads. The quality of clean data was assessed using FastQC software (Davis, Bardsley & Paterson, 2018). The quality-approved data were mapped to the reference genome of the rat (National Center for Biotechnology Information [NCBI] genome assembly, version Rnor_6.0) using HISAT2 (v2.0.13) (Pertea et al., 2016) and annotated with the annotation file (.gtf) NCBI Rnor_6.0. The transcript expression levels were then calculated using fragments per kilobase of transcript per million fragments mapped. The RNA-Seq quantification software Kallisto (Bray et al., 2016) was used to obtain a count of known messenger RNAs (mRNAs) to compare the differences in transcript expression. Using the edgeR package software (http://bioconductor.org/packages/2.4/bioc/html/edgeR.html) (Robinson, McCarthy & Smyth, 2010), the differences in the number of reads among samples were analyzed. The significance levels between the genetic transcripts of the two experimental groups were calculated using a negative binomial model and were assessed using an exact test analogous to Fisher’s exact test. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed on differentially expressed transcriptomes with a 2 fold change cutoff.

### GO and KEGG pathway enrichment analyses

The functional pathway enrichment of the proteins encoded by DEGs was analyzed and annotated using the Metascape database. The Metascape online tool was applied to the screened transcripts to develop the GO annotations. The KEGG pathway analysis was also performed using the same database. RNA-Seq data were used to determine the DEGs that were significantly upregulated or downregulated, with a two-sided *P* value <0.05 considered statistically significant. In addition, the GO and KEGG pathway enrichment analyses were also statistically tested with a two-sided *P* value <0.05 considered statistically significant.

### PPI network integration and module analyses

PPI analysis can provide potential protein functions that are useful for determining the general organization principles of protein functional networks. The online search tool STRING (http://string.embl.de/) (Szklarczyk et al., 2019) was used to discover related genes/mRNAs/proteins. We constructed respective PPI networks of high-expression transcripts and of low-expression transcripts to predict interactions using Cytoscape (http://www.cytoscape.org/) (Su et al., 2014) with a two-sided *P* value <0.05 considered statistically significant. Most previously acquired biological networks have been found to be subject to scale-free attribution. We selected modules using the Cytoscape (version 3.6.0) plugin MCODE (molecular complex detection) with MCODE scores ≥3 and with three or more nodes in the PPI network. The connectivity of the nodes in the PPI network was analyzed using topology analysis to obtain a higher degree of important nodes (i.e., central proteins). Detailed information from the top-10 hub gene transcripts is shown. The functional enrichment analysis of the individual modules was performed using Metascape, with a threshold for determining statistical significance set at *P* <0.05.

### qPCR (Quantitative real-time PCR)

qPCR experiments were conducted to test mRNA expression change of the most differential expression 10 hub gene transcripts in BASMCs of high-salt induced hypertension rats compared to rats in control group. After extracting RNA, we added total RNA into a kit of HiScript III RT SuperMix for qPCR (Vazyme, China), then cDNA was synthesized. Total RNA (4 µL), 4 × gDNA wiper Mix (4 µL) and RNase-free ddH_2_O (8 µL) were mixed together, then the mixture was heated in a water bath (42 °C, 2 min). With HiScript III qRT SuperMix, qPCR reaction finished in the Roche LightCycler 480 II PCR equipment (Roche, Switzerland) with thermocycler steps of 5 min at 95 °C, 40 cycles of 15 s at 95 °C and 30 s at 60 °C. All the primer sequences used were listed in Table 1. *Gapdh* was used as a control. To analyze relative gene expression, 2^−ΔΔCT^ of each item were calculated and compared.

**Table 1:** The primer sequences used in qPCR. The forward and reverse primer sequences which were used in qPCR experiments to test mRNA expression change of the most differential expression 10 hub gene transcripts in BASMCs of high-salt induced hypertension rats compared to rats in control group and control gene GAPDH as well.

**Gene**	**Forward primer**	**Reverse primer**
*Akap9*	5′-GAAAAGCAAACGCAGACGGT-3′	5′-CGCTCGCTCTGTAAGTCGAT-3′
*Clasp1*	5′-GAACACACATTGGTGGTGCC-3′	5′-CAAGTCTGTGCACCAAGCAC-3′
*Egf*	5′-TGTGTCGGGAAGGATTCGTG-3′	5′-CACAGTGATGTCGTGCCTCT-3′
*Fyn*	5′-TAGTCGTGGCAAAAGGTCAGT-3′	5′-CCTCCTCTAGTACGCAGGGT-3′
*Gapdh*	5′-TGTGAACGGATTTGGCCGTA-3′	5′-GATGGTGATGGGTTTCCCGT-3′
*Gja1*	5′-GCTCCACTCTCGCCTATGTC-3′	5′-ACCCTAGGTGCATGTTCTGC-3′
*Igf1*	5′-TGTACTGTGCTCCGCTGAAG-3′	5′-CGGTGACGTGGCATTTTCTG-3′
*Mdc1*	5′-AGGATCTGTGCCTTTCAGCC-3′	5′-TCATGGGTGTCAATGGGCTC-3′
*Mmp9*	5′-GATCCCCAGAGCGTTACTCG-3′	5′-GTTGTGGAAACTCACACGCC-3′
*Pafah1b1*	5′-GAGTGACTCTTGCTGGGGAAA-3′	5′-TGGCCCATTAGAGGGGAGAA-3′
*Tp53*	5′-CCAGCTACCCGAAGACCAAG-3′	5′-GAGGGGGCCGAGTACTATCT-3′

## Results

### High-salt intake–induced changes of systolic blood pressure

The high-salt diet comprised rat chow containing 4% (w/w) sodium chloride (NaCl). Systolic blood pressure in the high-salt diet and control rats was monitored weekly by tail-cuff method. At the fourth week, we found that the systolic blood pressure of the rats intaking the high-salt diet was significantly higher than that of the rats of control group (Fig. 1). These rats along with control rats fed a normal rat chow diet were sacrificed and their BASMCs were isolated.

**Figure 1:**
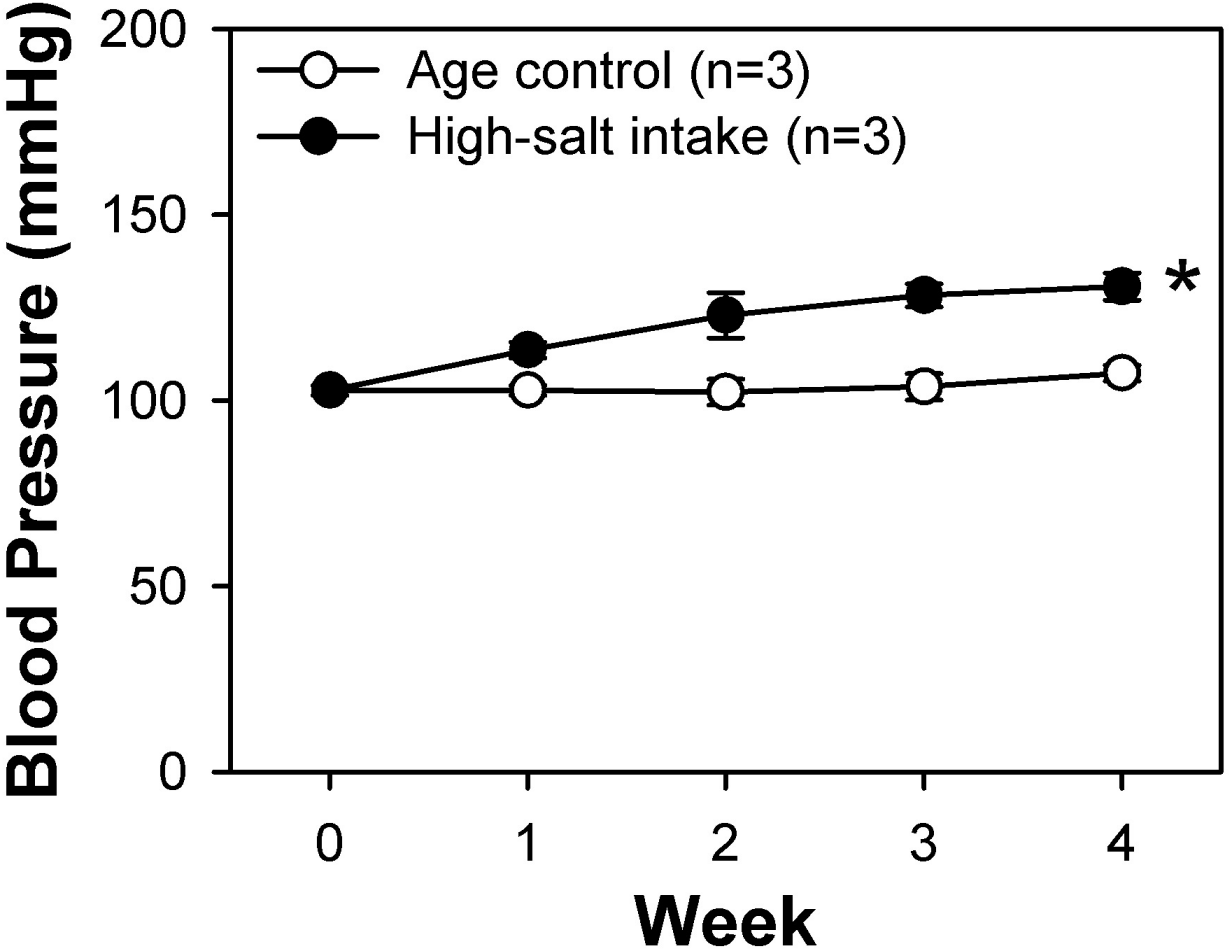
Systolic blood pressure weekly measured by tail-cuff method of control and high-salt intake rats. Values are showed with means ± SEM; *n* = 3 for each group. *P < 0.05 vs. control (two-way analysis of variance followed by Games-Howell post hoc tests).

### Identification of differentially expressed transcripts in BASMCs

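RNA of basilar artery smooth muscle cells (BASMCs) from 3 control rats and 3 rats of the high-salt diet group, whose chow held an additional 4% of NaCl for 4 weeks, was sequenced as 6 libraries. The authors deposited the estimated count of each of 31715 transcripts in each library, under versioned Ensembl identifiers and without gene names. Kallisto divides a read that fits several transcripts among them, so an estimated count need not be a whole number, and 13660 of the 24481 transcripts with any count had a non-whole value in at least 1 library. The counts were not scaled for depth or transcript length. The libraries of control replicates 1, 2 and 3 held 12896098, 24718338 and 23198636 counts, and those of high-salt replicates 1, 2 and 3 held 16159272, 19522923 and 20589033. The median was 23198636 counts in the control group and 19522923 in the high-salt diet group. At this depth, the smallest level a library could show, set at 3 counts, lay between 0.119 CPM (counts scaled to the size of the library) in control replicate 2 and 0.254 CPM in control replicate 1, and this covers counting error only. At least 1 count was present for 21154, 18961 and 20145 transcripts in the control libraries and for 20839, 16831 and 19682 in the high-salt libraries. The counts were rounded to whole numbers, normalized with the trimmed mean of M values (TMM) of edgeR and compared transcript by transcript, since the transcripts were not paired with genes in what was analysed here. The replicate numbers are shared by both groups, and the replicate 1 libraries deviated together from their group means. Across transcripts, which are not independent replicates, the correlation of these deviations was 0.517 for replicates 1, 0.181 for replicates 2 and 0.212 for replicates 3. It was 0.162 for control replicate 2 with high-salt replicate 3 and 0.0885 for control replicate 3 with high-salt replicate 2, so replicates 2 and 3 stood out little. The mean over the same-numbered pairs was 0.303, and tests with the replicate number as a block are given beside those without it. The rounding, the handling of transcripts with few counts and the estimate of the dispersion between replicates were the choices that could change the numbers.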

Total mRNA from both rat groups was analyzed via high-throughput sequencing. 

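For the PCA, log2(CPM + 1) values of the 21808 transcripts with at least 10 counts in total were centred and not scaled. PC1 held 46.9% of the variance, PC2 24.9% and PC3 10.8%. On PC1, the control group had a mean score of -14.6 ± 84.9 (SD, n = 3) and the high-salt diet group a mean score of 14.6 ± 87.5 (SD, n = 3), a difference smaller than the spread within either group (two-sided exact permutation test, p = 0.5). The scores on PC2 were 21.8 ± 42.3 (SD, n = 3) and -21.8 ± 71.0 (SD, n = 3), respectively (exact permutation test, p = 0.5). The smallest p that 3 rats against 3 allow is 0.1. Control replicate 1 and high-salt replicate 1 lay together on PC1, at -113 and -82.0, and the other 4 libraries lay between 32.1 and 88.7. In each same-numbered pair the high-salt library had the higher PC1 score. The scores were 88.7 against 36.7 for replicates 2 and 37.1 against 32.1 for replicates 3. On PC2 the pairs did not share a direction. The tests of the scores ignored the pairs, and 3 pairs are too few for a p under 0.05 in an exact test. The variance between the group means was 13.5% of the total, against a mean of 20% over the 10 ways to split the 6 libraries into 3 and 3 (one-sided exact permutation test, p = 0.6). The 4 splits with the replicate 1 libraries of both groups on one side held 29.3% to 30.7%. Among the 4 splits that part all 3 same-numbered pairs, the diets held the largest share, and the other 3 held 12.7% to 13.3%. With all libraries kept, taking the 500 transcripts with the largest variance moved this share most, to 9.53% (exact permutation test, p = 0.8). With high-salt replicate 1 left out it was 25.6% (exact permutation test, p = 0.6). Chance gives a larger share when fewer libraries are split, so this value cannot be set against the 20%.

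**Figure D1:**
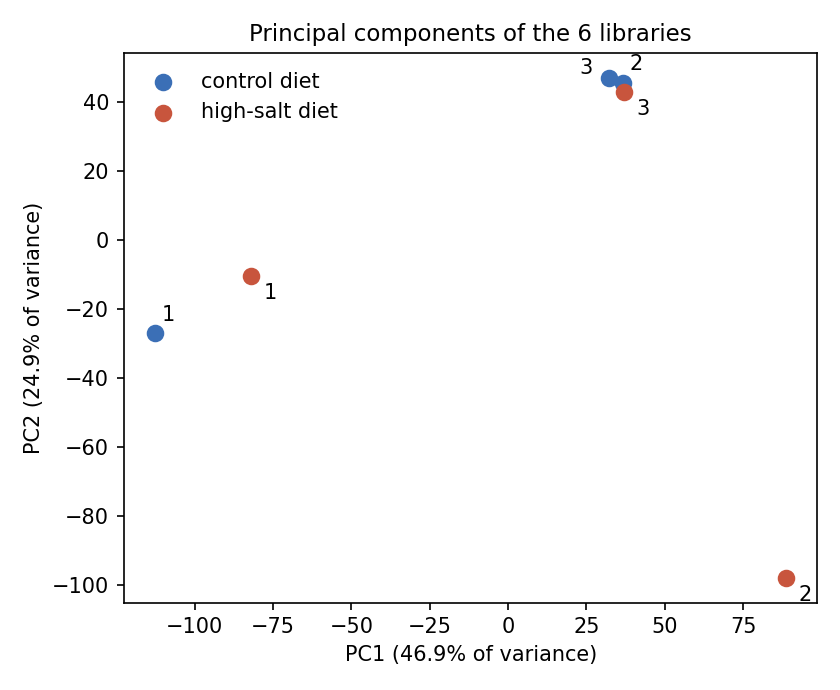
Scores of the 6 libraries on PC1 and PC2, with the replicate number beside each point, the control diet in blue and the high-salt diet in red. The replicate 1 libraries of both groups sit at negative PC1 scores, and high-salt replicate 2 lies apart at a PC2 score of -97.8.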

A principal components analysis (PCA) indicated that the heterogeneity of RNAseq data between control and high-salt diet groups is obvious (Fig. S1). After using Kallisto software to accurately and quickly analyze the abundance of all the expressed transcripts, we used edgeR to analyze the differences among the transcripts. 

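The exact test of edgeR, which compares negative binomial counts of both groups for each transcript, was run on the 24253 transcripts with at least 1 rounded count. An unadjusted p under 0.05 was reached by 301 transcripts, which is 1.24% of those tested. With Benjamini-Hochberg adjustment, 1 transcript passed an adjusted p of 0.05 at a 2-fold change. It belongs to Usp1, which was lower in the high-salt diet group with a log2 fold change of -10.05 and an adjusted p = 0.0159 in the exact test of edgeR, and no high-salt library had a count of it. The quasi-likelihood test of edgeR, run on the 17915 transcripts left by its expression filter, gave 0 transcripts with an adjusted p under 0.05 and 141 with an unadjusted p under 0.05. With the replicate number as a block, the quasi-likelihood test gave 0 and 327 transcripts, respectively. DESeq2, run on the same 17915 transcripts, moved this count most, with 4 upregulated and 2 downregulated transcripts at an adjusted p under 0.05. These were transcripts of Slc4a10, Impad1, Zfp189 and Asph, which had no counts in any control library after rounding, and of Usp1 and Rnf123, which had none in any high-salt library. The 4 upregulated ones had 201 to 287 counts in high-salt replicate 2 and 13.3 to 64.7 in the other high-salt libraries. Impad1 was named after its values were seen.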

All the raw data and differently expressed gene transcripts information can be acquired and are accessible via GEO accession numbers series GSE147945. 

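At an unadjusted p under 0.05 and a change of at least 2-fold, the exact test of edgeR on rounded counts gave 140 transcripts that were higher and 157 that were lower in the high-salt diet group. When each library was left out in turn, the first number ranged from 83 to 241 and the second from 110 to 281. Limiting the test to transcripts that passed the expression filter of edgeR gave 62 and 71. With every one of the 31715 rows kept, the counts left unrounded and the dispersion estimated with the common and then the tagwise method, the same test gave 203 upregulated and 165 downregulated transcripts, settings that were chosen after the data were seen. In that fit, 368 transcripts had an unadjusted p under 0.05, and the lowest Benjamini-Hochberg adjusted p from edgeR was 0.0849. Of these 368, 259 were also called by the test on rounded counts.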

As shown on the volcano map (Fig. 2A), on the basis of an absolute fold change in expression levels of two or more and a corrected *P* < 0.05, we found that among the transcripts screened between the two groups of rats, the expression of 203 transcripts were significantly upregulated and the expression of 165 transcripts were significantly downregulated in the rats fed the high-salt diet. 

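Each of the 368 entries of Table S1 was matched to a transcript of the deposited counts by its fold change and p value. The direction in the exact test of edgeR on rounded counts was that of Table S1 for 368 entries, and for 339 to 362 when a library was left out. Both directions come from the same libraries, so a match was nearly fixed in advance. An entry left without counts in such a fit was not counted, so the shortfall is not a number of reversals. In 248 of the entries, the group with the lower expression had 0 counts in all 3 libraries after rounding, 140 of them upregulated and 108 downregulated. In the group with the higher expression, counts were present in 3 libraries for 164 entries, in 2 for 135 and in 1 for 69. The levels of both groups did not overlap for 139 entries, or 37.8%, where chance gives 10% for 3 against 3. This list was chosen on the same comparison, so a share above chance follows from the choice. The median level of the higher group was 2.51 CPM. Among the upregulated entries, 136 had their highest level in high-salt replicate 2, 43 in replicate 3 and 24 in replicate 1. Among the downregulated entries, 74 had their highest level in control replicate 2, 61 in replicate 3 and 30 in replicate 1. The lowest p values of Table S1 belonged to LOC100362027 and Usp1 among the downregulated entries. LOC100362027 (ENSRNOT00000057587.2) had 573, 1157 and 2.64 counts in the control libraries and 2.51, 3.77 and 1.33 in the high-salt libraries, so the change was carried by 2 control libraries. Fbrsl1 (ENSRNOT00000071857.3) fell from 6.73 ± 5.65 CPM (SD, n = 3) to 0 CPM, at least 43.1-fold lower, while the sum with the 2 transcripts that share its reads rose by 0.075 on the log2(CPM + 1) scale. Each bound of this kind concerns the means of the groups and leaves out the spread between rats. Among the upregulated entries, Asph (ENSRNOT00000076204.2) rose from 0 CPM to 6.52 ± 7.57 CPM (SD, n = 3), at least 38.7-fold higher. LOC100912282 (ENSRNOT00000070855.1) had 327, 448 and 0 counts in the high-salt libraries, and the entry printed as 6-Sep (ENSRNOT00000092408.1) had 29.6, 524 and 4.64, with a rise of 0.38 in the sum with the 4 transcripts that share its reads. Both had 0 counts in the control libraries after rounding.

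**Figure D2:**
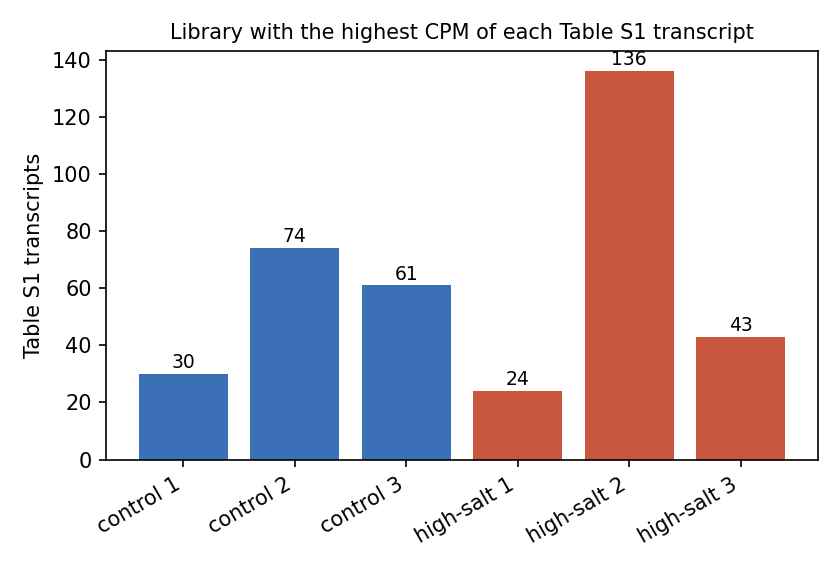
Number of Table S1 transcripts by the library in which each had its highest CPM, with control libraries in blue and high-salt libraries in red. High-salt replicate 2 holds the highest level of 136 transcripts, more than any other library.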

Additional details of all the 368 significantly changed transcripts were referred to Table S1. 

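The transcripts that passed a 2-fold change and an unadjusted p of 0.05 with the settings that give Table S1 were clustered from their log2(CPM + 1) values, scaled within each transcript, by Euclidean distance and complete linkage. Cut into 2 clusters, the 6 libraries fell into 3 control and 3 high-salt libraries. The clustering could not test the difference between the diets, since the transcripts were chosen for it. Without scaling, the clusters did not follow the diets.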

A heat map showing the cluster analysis of the different expression of the transcripts between two sets of samples is shown in Fig. 2B.

**Figure 2:**
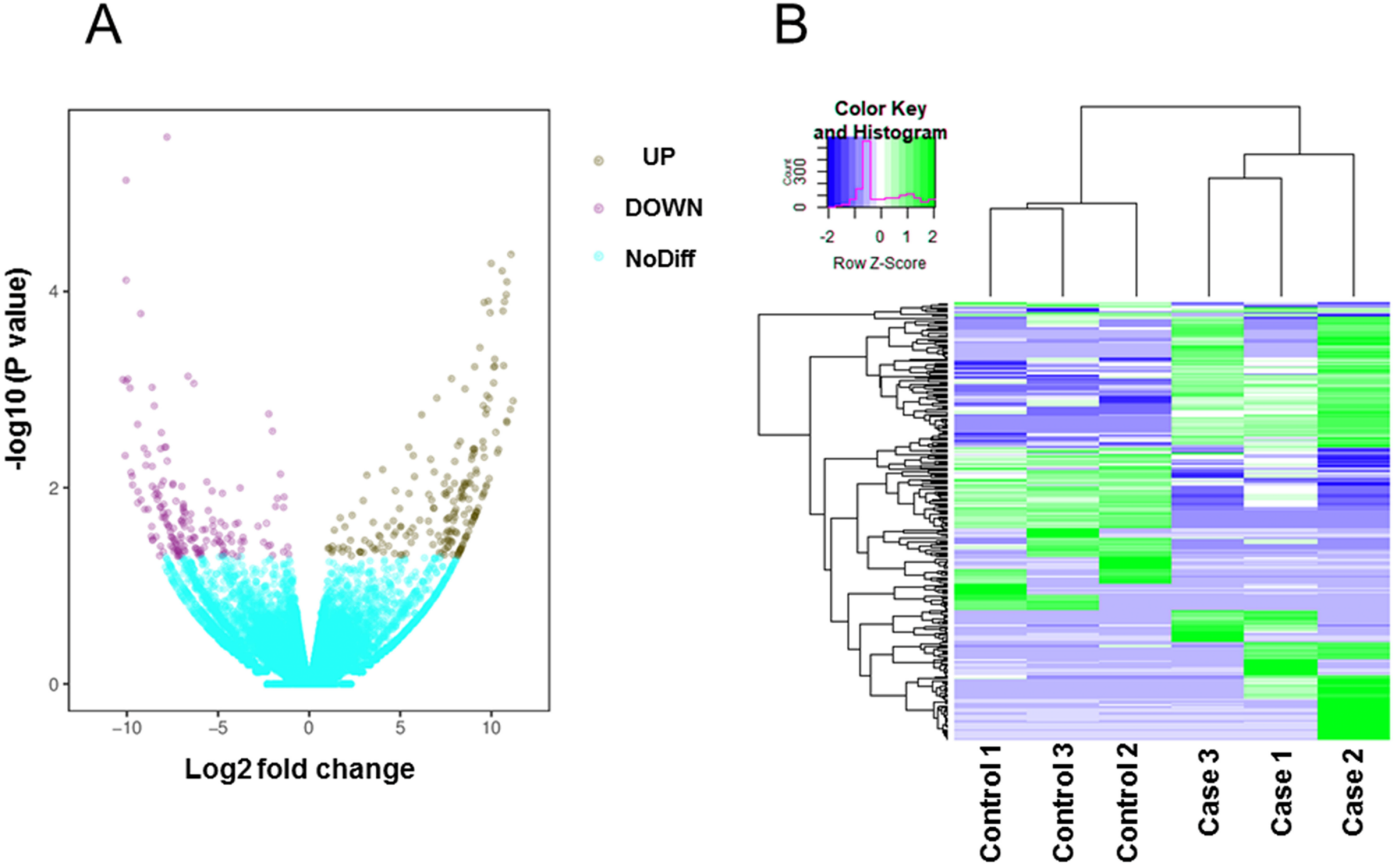
Transcripts differentially expressed by rats fed a normal diet (Control) and those fed a high-salt diet (Case). (A) Volcano map. Data are displayed on the basis of ≥2-fold change and a corrected *P* < 0.05. Purple dots represent upregulated transcripts (UP); teal dots, downregulated transcripts (DOWN); yellow dots, no significant difference (NoDiff). (B) Heat map showing the most significantly (*P* < 0.05) upregulated and downregulated transcripts based on fold changes.

### GO functional enrichment analysis

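The 368 transcripts carried 355 distinct gene names in Table S1, 200 among the upregulated and 162 among the downregulated entries. Arhgap17, Mia2, Slc28a1, Stk38, Asgr2, Lamc1 and an entry printed as 4-Sep stood in both lists, each with different transcripts, so that 7 names were counted as both upregulated and downregulated. A name was missing for 2 entries, and 4 entries had a name in the form of a date. The GO terms were not computed here. In the quasi-likelihood test of edgeR, 101 of the 368 transcripts had enough counts to be tested, and 71 of these had an unadjusted p under 0.05.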

The top 60 significantly enriched terms were determined by conducting a GO functional enrichment analysis. The top 20 enriched biological processes (Fig. 3A), cell composition (Fig. 3B), and molecular function (Fig. 3C) terms are shown as heat maps. The biological processes GO category included enrichment for actin filament-based movement, cytoplasmic microtubule organization, tissue remodeling, import into cell, motor neuron axon guidance, regulation of actin cytoskeleton organization, cell morphogenesis involved in differentiation, regulation of fear response, and cellular response to hormone stimulus, indicating that those genes mostly control the cellular conformational plasticity in response to environmental changes. In the cell composition GO category, transcripts expression increased moderately and showed enrichment (but not in the top 20 items) for ion channel binding, protein-containing complex scaffold activity, and sulfur compound binding, whereas the more substantially upregulated gene transcripts in molecular function GO category showed enrichment in the cell cortex part and brush border, relating to the particular location of the changed gene transcripts. For the significantly lower-expression transcripts, our heat map findings indicated enrichments in the biological processes GO category for the intrinsic apoptotic signaling pathway. These findings suggested that the upregulated genes in the BASMCs may play roles associated with a high-salt diet.

**Figure 3:**
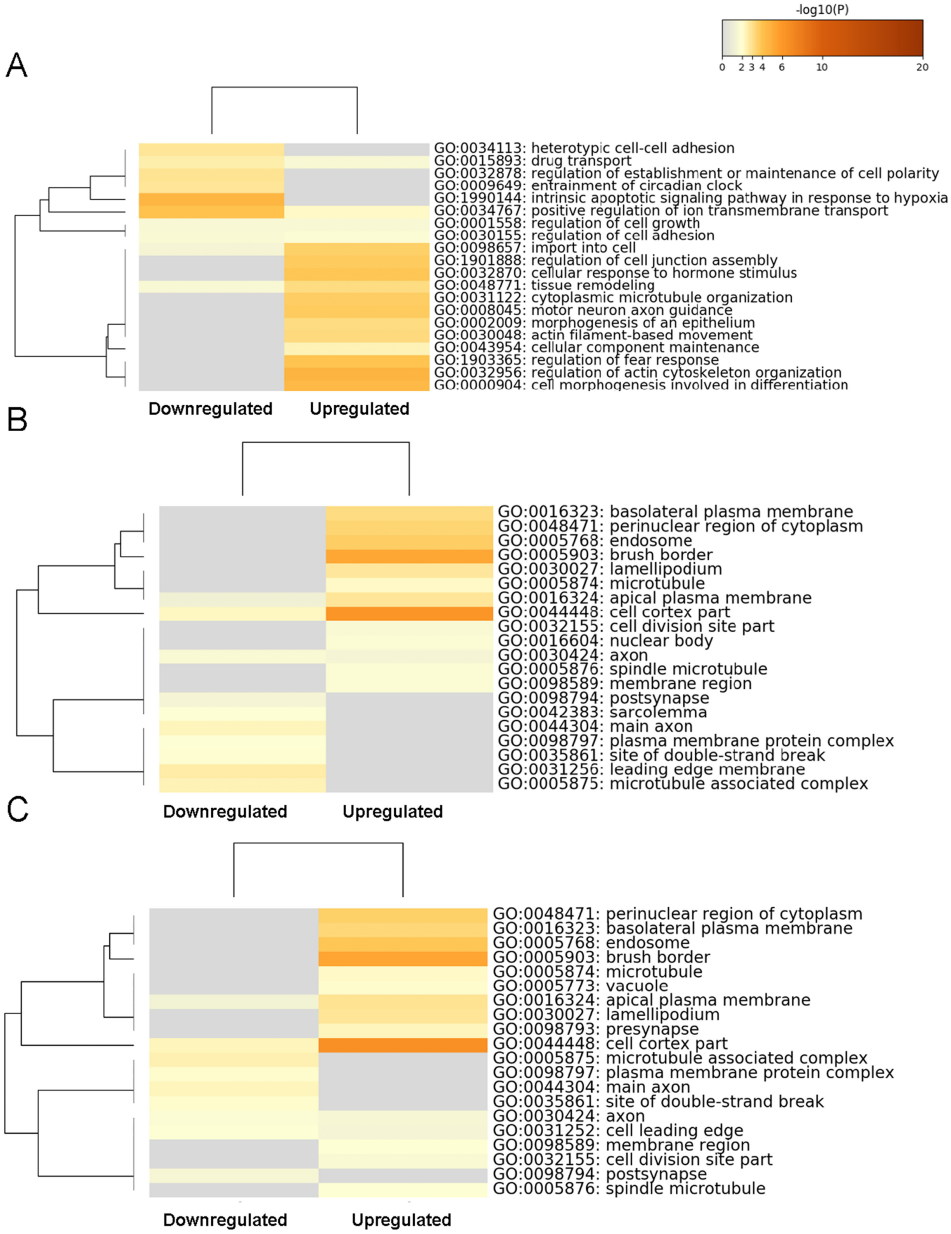
Heatmap of the top 60 enriched terms as analyzed by Metascape. Heat maps of the top 20 enriched terms in (A) biological processes, (B) cell composition, and (C) molecular function are shown and are colored according to their respective *p* values.

### KEGG pathway analysis

Analyses of whole mRNA sequences in the BASMCs derived from rats fed a high-salt diet and from control rats fed normal chow were conducted using the Metascape online analysis tool. 

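The KEGG enrichment took the names of the same transcripts. Of the 355 distinct names, 278 were symbols of the RefSeq annotation of the rat assembly GRCr8 and 293 were symbols or synonyms in it, which was used here for names alone. The pathway memberships were not analysed here. The absolute log2 fold change in Table S1 had a median of 7.54 and was above 5 for 289 of the 368 transcripts. In 116 of them, a single library held more than 90% of the CPM summed over its group.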

The top 18 KEGG pathway enrichment analysis results indicated that the differential expression of transcripts were enriched in focal adhesion, antigen processing and presentation, GABAergic synapse, aldosterone-regulated sodium reabsorption, platelet activation, cGMP-PKG signaling pathway, bile secretion, adherens junction, tight junction, thyroid hormone signaling pathway, toxoplasmosis, endocrine resistance, pancreatic cancer, estrogen signaling pathway, NF-kappa B signaling pathway, axon guidance, basal transcription factors and leukocyte transendothelial migration (Fig. 4).

**Figure 4:**
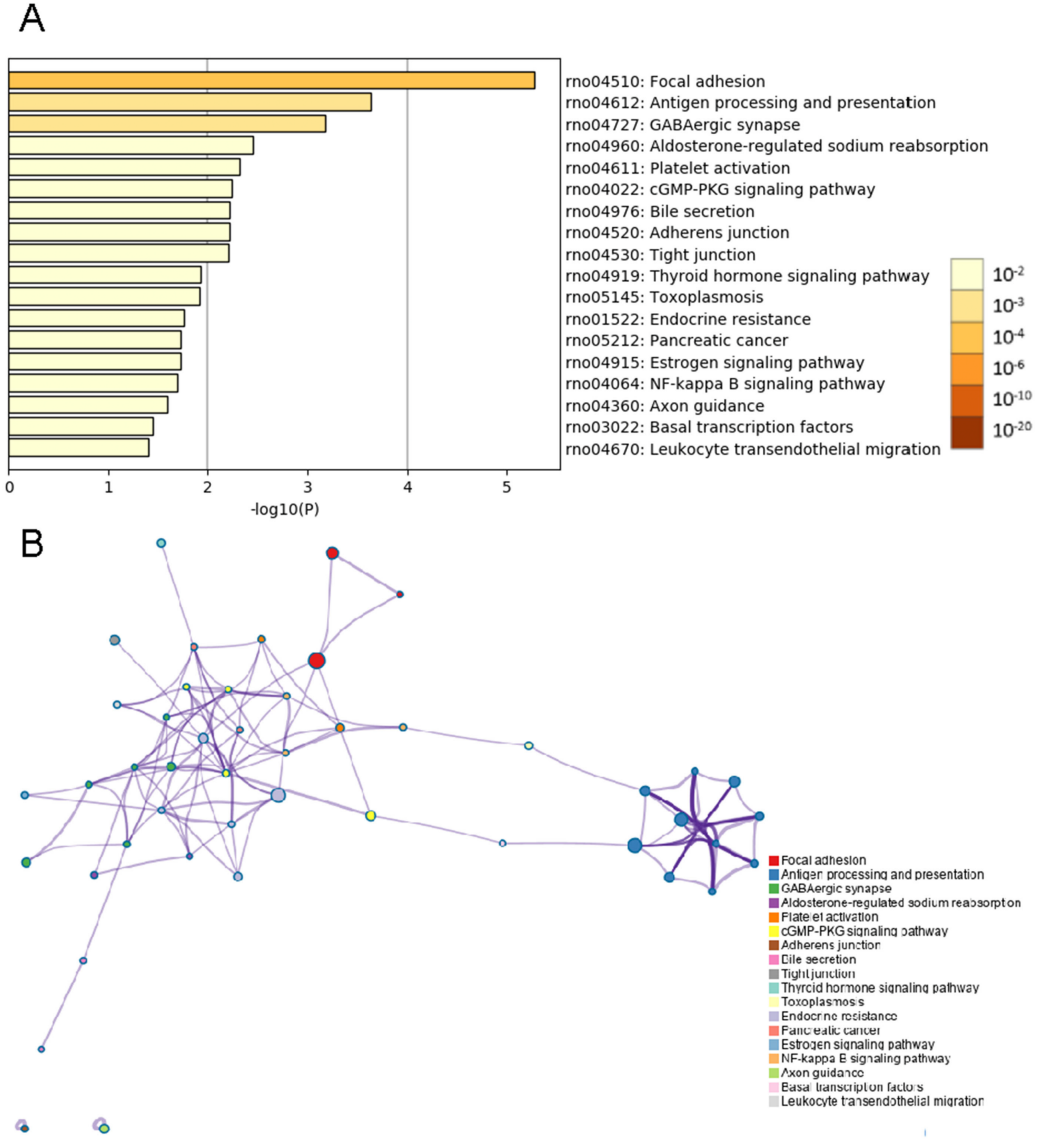
KEGG enrichment analysis by Metascape. (A) Heatmap of KEGG enriched terms across common genes differentially expressed between the high-salt diet experimental group and the control group. Colors represent *p* values. (B) Network of enriched terms is colored by cluster identification, and nodes sharing the same cluster are typically close to one another.

### PPI network construction, module analysis

The PPI network was created using the STRING website (Fig. 5). We then used the MCODE plugin in Cytoscape to analyze the functional modules, and five of these modules are displayed in Fig. 6. 

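Transcripts of all 7 genes drawn in Module 1 (Fig. 6A) were in Table S1, 4 of them higher and 3 lower in the high-salt diet group. The lower group had 0 counts in its 3 libraries for 5 of the 7 transcripts. Optn (ENSRNOT00000091561.1) had 160, 489 and 0 counts in the high-salt libraries and 0 in each control library after rounding, at least 68.3-fold higher. It shared reads with 5 other transcripts, and their sum rose by 0.037 on the log2(CPM + 1) scale. Its adjusted p in the exact test of edgeR was 0.374 with the settings that give Table S1 and 1 on rounded counts. Cep63 (ENSRNOT00000056531.4) had 215 counts in high-salt replicate 3, and that library held 99.5% of its level in the group, while the sum with the 2 transcripts that share its reads rose by 0.12 on that scale. Tubgcp3 (ENSRNOT00000068416.1) was detected in high-salt replicates 1 and 2. Haus7 (ENSRNOT00000080691.1) had a mean level of 1.53 ± 1.62 CPM (SD, n = 3) in the control group and was at least 9.80-fold lower in the high-salt diet group, and the sum with the transcript that shares its reads fell by 0.35. Of the 6 genes drawn in Module 2 (Fig. 6B), 3 had transcripts in Table S1, all of them lower in the high-salt diet group. Rps18 (ENSRNOT00000037499.5) had 199 counts in control replicate 1 and 0 after rounding in the other 5 libraries. Rpl3 (ENSRNOT00000092716.1) and Rpl39l (ENSRNOT00000051564.2) had counts in each control library, at 0.408 ± 0.336 and 0.876 ± 0.613 CPM (SD, n = 3). In control replicate 1 they had 3.08 and 2 counts, where the smallest level a library could show was set at 3. They were at least 2.61-fold and 5.61-fold lower in the high-salt diet group.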

Among the five functional modules, Module 1 was related to microtubules (Fig. 6A), and Module 2 was associated with protein translation and ribosomes (Fig. 6B). 

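Among the 4 transcripts of Module 3 (Fig. 6C) analysed here, those of Erbb2, Spp1 and Mmp9 were higher and that of Igf1 lower in the high-salt diet group. Erbb2 (ENSRNOT00000078744.1) had 210 counts in high-salt replicate 2 and 0 in the other 5 libraries. Spp1 (ENSRNOT00000075989.1) had 36.3 counts in high-salt replicate 1, 367 in replicate 2 and 0 in replicate 3, at least 42.2-fold higher than in the control group. It shared reads with 3 other transcripts, and the sum of these 4 transcripts fell by 0.29 on the log2(CPM + 1) scale. The levels of both groups did not overlap for 1 of the 4 transcripts, that of Igf1. The 10% that chance gives does not apply to transcripts chosen on the same comparison. In the exact test of edgeR, the adjusted p was 1 for each of the 4 transcripts.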

Module 3 was involved in tissue remodeling and the regulation of the cellular growth (Fig. 6C). 

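Among the 16 transcripts of Module 4, 7 were higher and 9 lower in the high-salt diet group, and 12 had 0 counts in all 3 libraries of the lower group. For 4 of them, all the counts of the higher group came from 1 library. Syk (ENSRNOT00000041726.4) had 406 counts in control replicate 2 alone, and Pld1 (ENSRNOT00000091545.1) had 274 in high-salt replicate 2 alone. Sec24c (ENSRNOT00000084350.1) had 757 counts in control replicate 2, and Cd247 (ENSRNOT00000070958.1) had 113 in high-salt replicate 2. Sec24c and Pld1 each shared reads with 2 other transcripts. On the log2(CPM + 1) scale the sum rose by 0.27 for Sec24c, whose own transcript was lower, and by 0.68 for Pld1. The sums of Mpo, Anpep and Fyn with the transcripts that share their reads rose by 1.17, 0.55 and 0.014, in the direction of their own transcripts. The sum of Mpo came mostly from 236 counts in high-salt replicate 3. The levels of both groups did not overlap for 7 of the 16 transcripts. Chance gives 10%, but these transcripts were chosen on the same comparison, so a share above chance follows from the choice. Cttn (ENSRNOT00000079805.1) had 203, 0 and 112 counts in the high-salt libraries and none in the control libraries, at least 32.8-fold higher. Gabbr1 (ENSRNOT00000040232.6) had a log2 fold change of -4.77 and an adjusted p = 1 in the exact test of edgeR. Its level was 9.08 ± 7.93 CPM (SD, n = 3) in the control group, in which replicate 1 had 0 counts after rounding. The highest and the lowest adjusted p among the 16 transcripts were both 1 with the settings that give Table S1.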

The proteins presented in Module 4 predominantly contributed to regulation of the phospholipase D pathway and the ERK1/2 transduction cascade signaling pathway (Fig. 6D). The proteins of Module 5 participated in protein ubiquitination and hydrolysis (Fig. 6E). 

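In Module 5, 7 of the 8 transcripts were lower and 1, that of Nedd4l, was higher in the high-salt diet group. Usp1 (ENSRNOT00000084640.1) had 91.4, 88.0 and 207 counts in the control libraries and 0 in each high-salt library. Its level of 6.77 ± 2.93 CPM (SD, n = 3) in the control group was at least 43.4-fold higher than in the high-salt diet group. The adjusted p of Usp1 was 0.0159 in the exact test of edgeR on rounded counts and 1.00 in the quasi-likelihood test of edgeR. Usp1 shared reads with 1 other transcript, and their sum fell by 0.27 on the log2(CPM + 1) scale. Rnf123 (ENSRNOT00000050344.5) was present at 3.87 ± 2.25 CPM (SD, n = 3) in the control group, at least 24.8-fold higher than in the high-salt diet group. Wdr48 (ENSRNOT00000082356.1) had 29.1, 102 and 23.5 counts in the control libraries, at least 16.1-fold higher. The adjusted p in the exact test of edgeR was 0.278 for Rnf123 and 0.832 for Wdr48. Rfc1 (ENSRNOT00000088674.1) reached 10.4 CPM in control replicate 1 and had 0 counts in the other control libraries. Nedd4l (ENSRNOT00000083363.1) had 12.1, 144 and 0 counts in the high-salt libraries, and the sum with the 2 transcripts that share its reads rose by 0.062.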

Through this PPI network construction and module analysis, we provided many key and close associated proteins, which may be importantly involved in the occurrence and development of high-salt induced hypertension.

**Figure 5:**
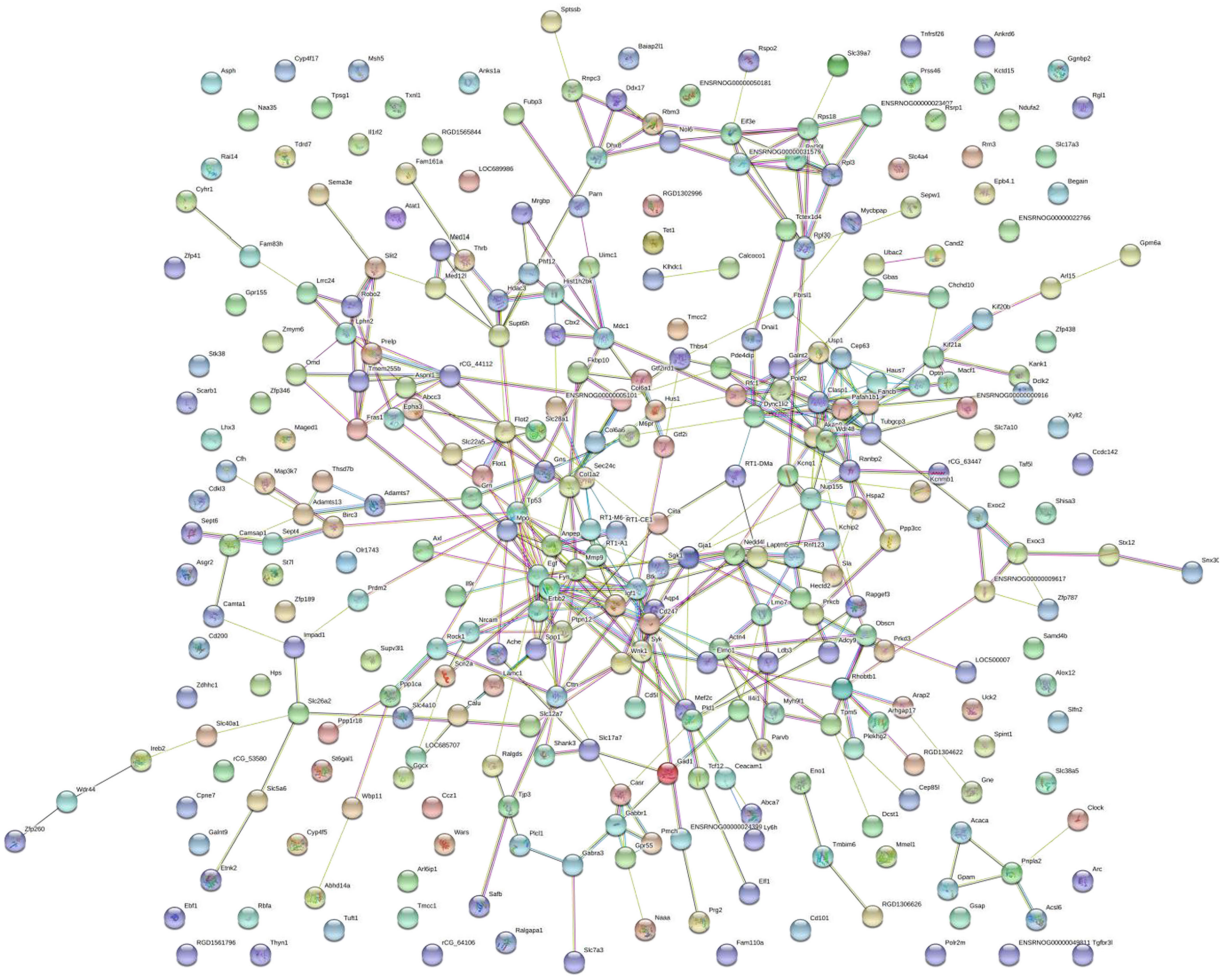
Protein–protein interaction network. Circles represent genes, lines represent protein interactions between genes, and line colors represent evidence of interactions between proteins.

**Figure 6:**
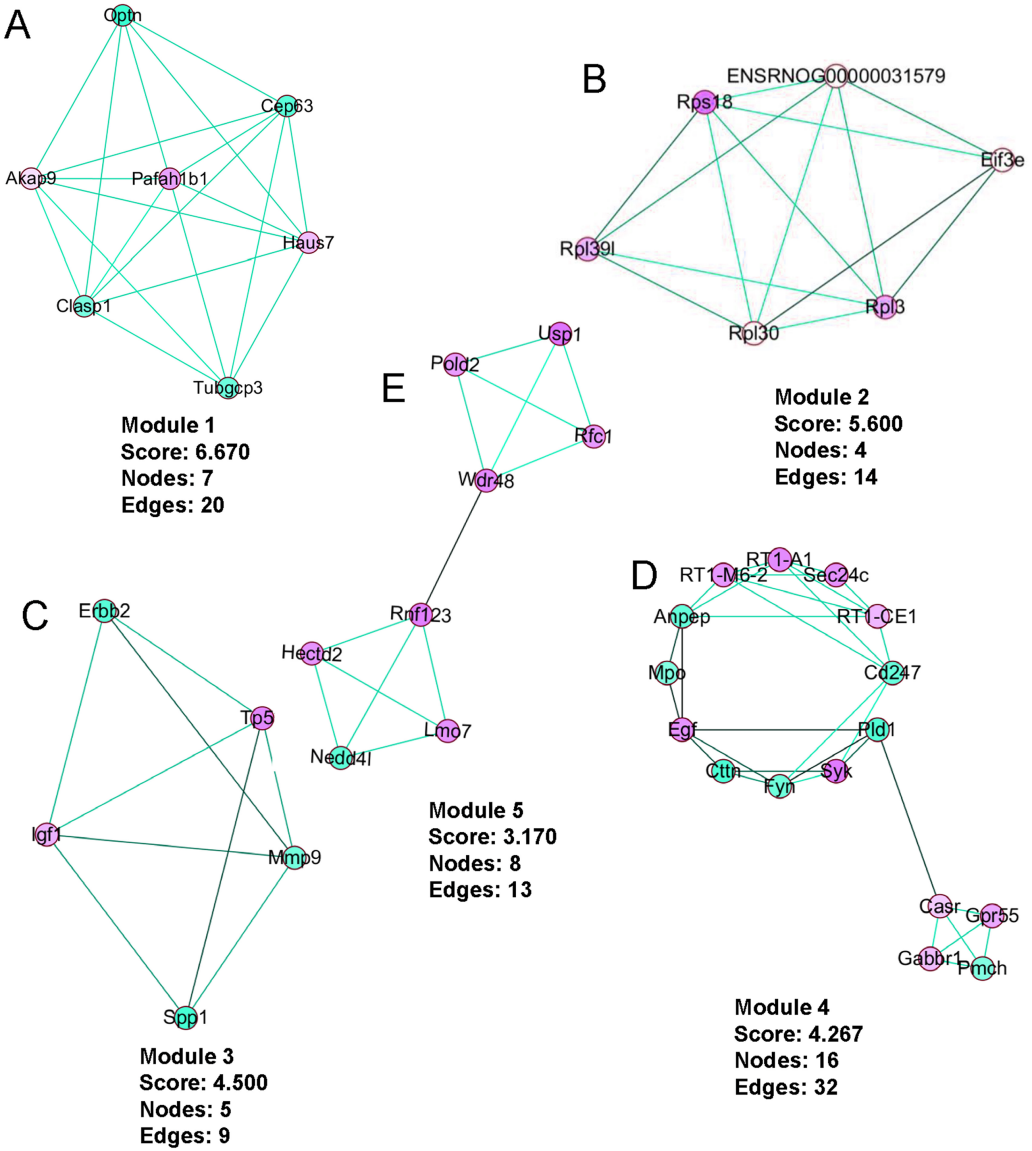
The five protein interaction modules analyzed by MCODE in Cytoscape. Upregulated genes are presented in red, downregulated genes are in green, and line colors represent evidence of interactions between proteins.

### Hub gene transcripts selection and qPCR verification

As showed in Fig. 7, the 10 hub gene transcripts with the most substantial interactions, according to the results of the CytoHubba plugin in Cytoscape (Chin et al., 2014), were *Akap9, Clasp1*, *Egf*, *Fyn*, *Gja1*, *Igf1*, *Mdc1*, *Mmp9*, *Pafah1b1* and *Tp53*, of which four gene transcripts were highly expressed and six genes transcripts showed low expression. 

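Each of the 9 hub genes analysed here was represented by a single transcript in Table S1, and Gja1 and Akap9 were the ones with counts in all 6 libraries. Gja1 (ENSRNOT00000001054.4) had between 2209 counts in control replicate 1 and 7714 in high-salt replicate 3. Its level was 150 ± 32.5 CPM (SD, n = 3) in the control group and 307 ± 60.8 CPM (SD, n = 3) in the high-salt diet group, a log2 fold change of 1.03 with an adjusted p = 1 in the exact test of edgeR. The levels of both groups of Gja1 did not overlap, but the 10% that chance gives does not apply to a transcript chosen on the same comparison. Akap9 (ENSRNOT00000010118.6) fell from 22.2 ± 7.87 CPM (SD, n = 3) to 4.38 ± 5.36 CPM (SD, n = 3), without overlap between the groups. It shared reads with 1 other transcript, and their sum fell by 0.67 on the log2(CPM + 1) scale. Fyn (ENSRNOT00000075922.1) had 5.90, 75.5 and 0 counts in the high-salt libraries, Mmp9 (ENSRNOT00000088776.1) had 5.74, 0 and 70.0, and Mdc1 (ENSRNOT00000081676.1) had 0, 45.0 and 81.4. None of these 3 transcripts had a count in the control libraries, so their mean levels were at least 8.47-fold, 7.41-fold and 12.5-fold higher, respectively. These bounds leave out the spread within the high-salt diet group, in which each of the 3 had a library without counts. Fyn shared reads with 3 other transcripts and Mdc1 with 4, and on the log2(CPM + 1) scale the sum rose by 0.014 for Fyn and fell by 0.13 for Mdc1. Gja1, Clasp1, Egf, Igf1, Mmp9 and Pafah1b1 also had non-whole counts. No transcripts that share their reads were found, so their sums are not known. Clasp1 (ENSRNOT00000061515.5) had 0, 4.73 and 55.2 counts in the high-salt libraries and 0 after rounding in each control library, at least 5.83-fold higher. In the control libraries, Egf (ENSRNOT00000089504.1) had 8.80, 69.6 and 26.0 counts, Igf1 (ENSRNOT00000085680.1) had 8.40, 93.6 and 59.0, and Pafah1b1 (ENSRNOT00000092711.1) had 0, 31.1 and 20.0. In the high-salt libraries these 3 transcripts had 0 counts, except for 2.34 counts of Igf1 in replicate 1, so they were at least 10.0-fold, 15.0-fold and 4.51-fold lower, respectively. On these counts, 5 of the 9 transcripts were higher and 4 lower in the high-salt diet group.

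**Figure D3:**
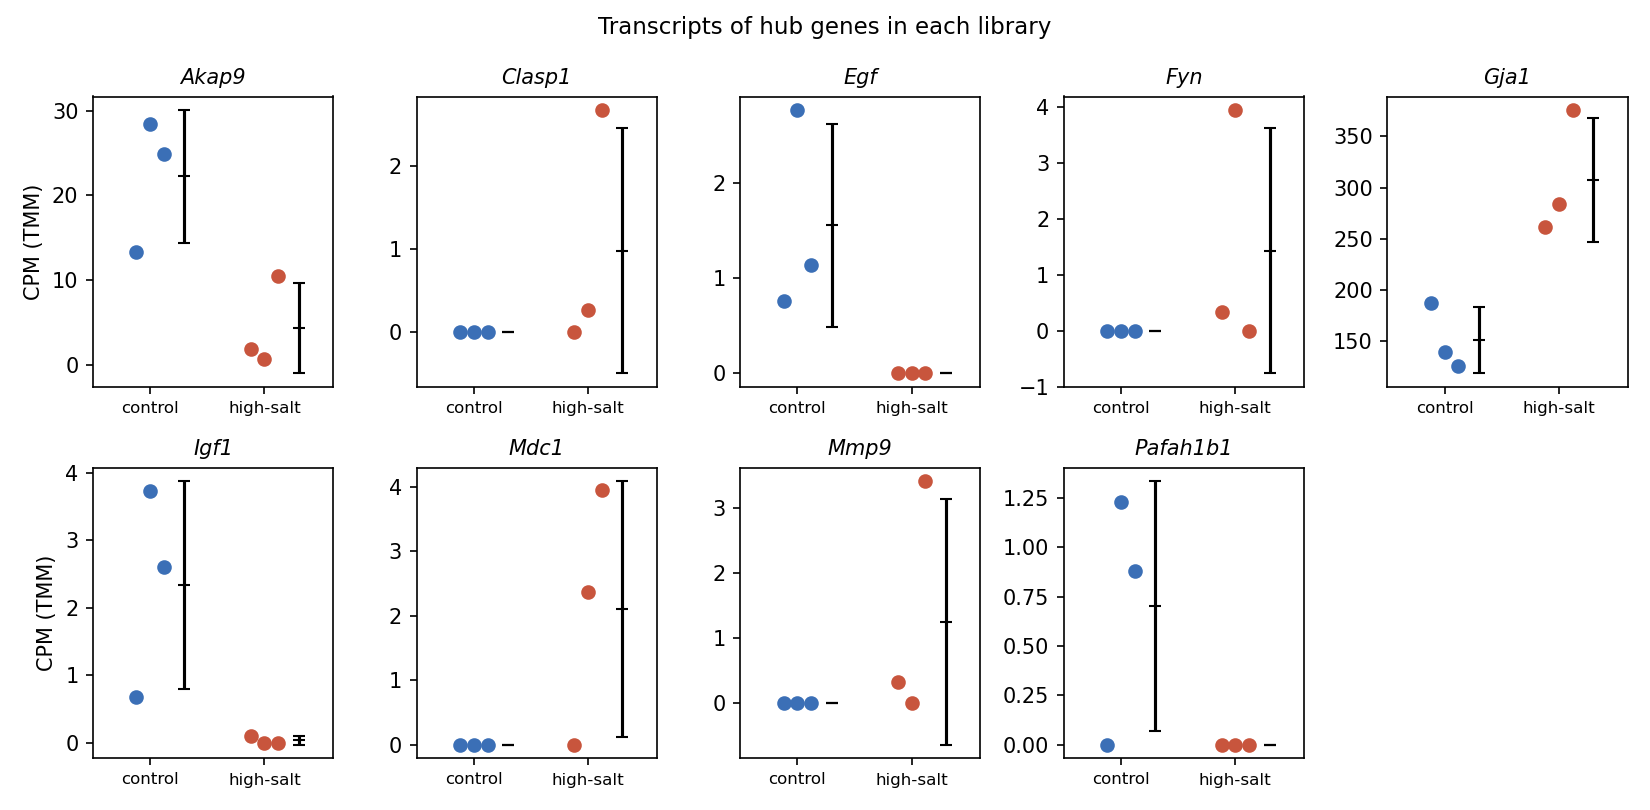
Level of the transcript of each of 9 hub genes in CPM after TMM normalization, in the 3 control libraries (blue, replicates 1 to 3 from left to right) and the 3 high-salt libraries (red), with the mean and SD of each group in black and a separate scale for each gene. Gja1 and Akap9 have counts in all 6 libraries.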

Additionally, in Table 2, details of the 10 hub genes, including the logFC value which indicated the log of the fold change, were displayed. Therefore, through hub gene analysis, we provided 10 crucial genes possibly involving in the occurrence and development of high-salt induced hypertension, and their associated relationship.

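In the exact test of edgeR on rounded counts, the log2 fold change was 1.03 for Gja1 and -2.34 for Akap9. For the other 7 hub transcripts analysed here it depended on the small prior count that edgeR adds, since 1 group had at most 3 counts in each library. These values were -7.94 for Egf, -5.80 for Igf1, -6.81 for Pafah1b1, 7.81 for Fyn, 7.62 for Mmp9, 8.37 for Mdc1 and 7.28 for Clasp1. The Benjamini-Hochberg adjusted p of edgeR was 1 for each of the 9 transcripts, both here and with the settings that give Table S1. For Clasp1, the paper's Table S1 lists a log2 fold change of 7.28.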

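When each library was left out in turn, the sign of the log2 fold change stayed as it was for all 9 hub transcripts analysed here in the exact test of edgeR. For all but Gja1 and Akap9 it could hardly change in these fits, since 1 group had at most 3 counts in each library. The unadjusted p stayed under 0.05 in all 6 of these fits for Egf and Igf1, and in 3 of 6 for Gja1. It stayed so in 2 of 6 for Akap9 and Mdc1. With all libraries, the unadjusted p in the exact test of edgeR was 0.0512 for Fyn, 0.0585 for Mmp9, 0.0733 for Clasp1 and 0.0528 for Pafah1b1, and it fell under 0.05 in 1 of the 6 fits for each of them. The log2 fold change of Gja1 lay between 0.86 and 1.21 across these fits, and that of Akap9 between -4.09 and -1.84. With the replicate number as a block, the quasi-likelihood test gave a log2 fold change of 1.03 for Gja1, -3.04 for Akap9, -7.84 for Egf and -6.05 for Igf1, with an unadjusted p of 0.0139, 0.0178, 0.0489 and 0.0441, respectively. The lowest adjusted p of any transcript in that test was 0.992. The transcripts of Clasp1, Fyn, Mdc1, Mmp9 and Pafah1b1 did not pass the filter of that test. From the number of interactions of these genes in the network of differentially expressed transcripts, the paper proposes that its hub genes take part in the hypertension that a high-salt diet induces.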

**Figure 7:**
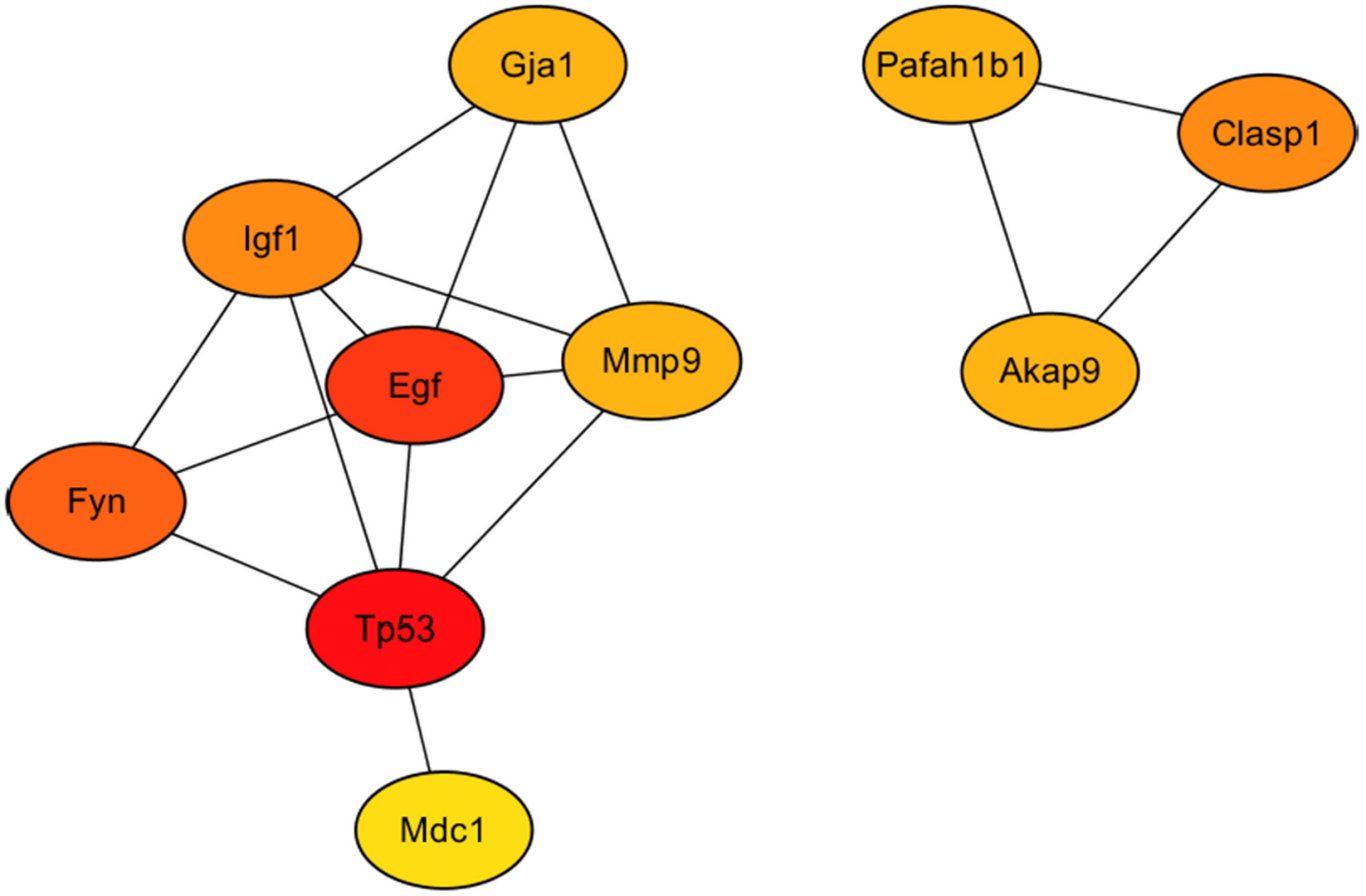
The 10 hub genes with the most substantial interactions according to the results of the CytoHubba plugin in Cytoscape. Protein-protein interaction network of the 10 hub genes. Circles of differently expressed genes are colored according to the protein-protein interaction calculation scores, with higher scores in red, middle-range scores in orange, and lower scores in yellow.

**Table 2:** Details information of the 10 hub genes, including changes, the logFC value which indicated the log of the fold change and *P* value. Significance was statistically performed by comparing with regular diet control group.

**Name**	**Change**	**logFC**	***P*Value**
*Akap9*	Down-regulated	−2.339949944	0.023025188
*Clasp1*	Down-regulated	−7.931111523	0.003872411
*Egf*	Down-regulated	−7.931111523	0.003872411
*Fyn*	Up-regulated	7.822006234	0.028484544
*Gja1*	Up-regulated	1.039164861	0.041530831
*Igf1*	Down-regulated	−5.613259989	0.008720045
*Mdc1*	Up-regulated	8.381516052	0.010521468
*Mmp9*	Up-regulated	7.617054295	0.034324849
*Pafah1b1*	Down-regulated	−6.811791473	0.044484847
*Tp53*	Down-regulated	−8.596552153	0.033844722

**Notes.**

Significance was statistically performed by comparing with regular diet control group. LogFC indicates the log of the fold change.

To verify the change of those 10 hub genes transcripts, we used qPCR (Quantitative Real-time PCR) to analysis the mRNA of each gene transcripts. According to the results in Fig. 8, the expression levels of four upregulated genes transcripts (*Fyn, Gja1, Mdc1 and Mmp9*) were significantly increased (Figs. 8D, 8E , 8G and 8H), while six downregulated genes transcripts (*Akap9, Clasp1, Egf, Igf1, Pafah1b1 and Tp53*) were significantly decreased (Figs. 8A–8C, 8F, 8I and 8J) in high-salt induced hypertension group compared to control group. The qPCR results indicated that the top differential change hub genes transcripts selection from RNA-Seq can be trusted.

**Figure 8:**
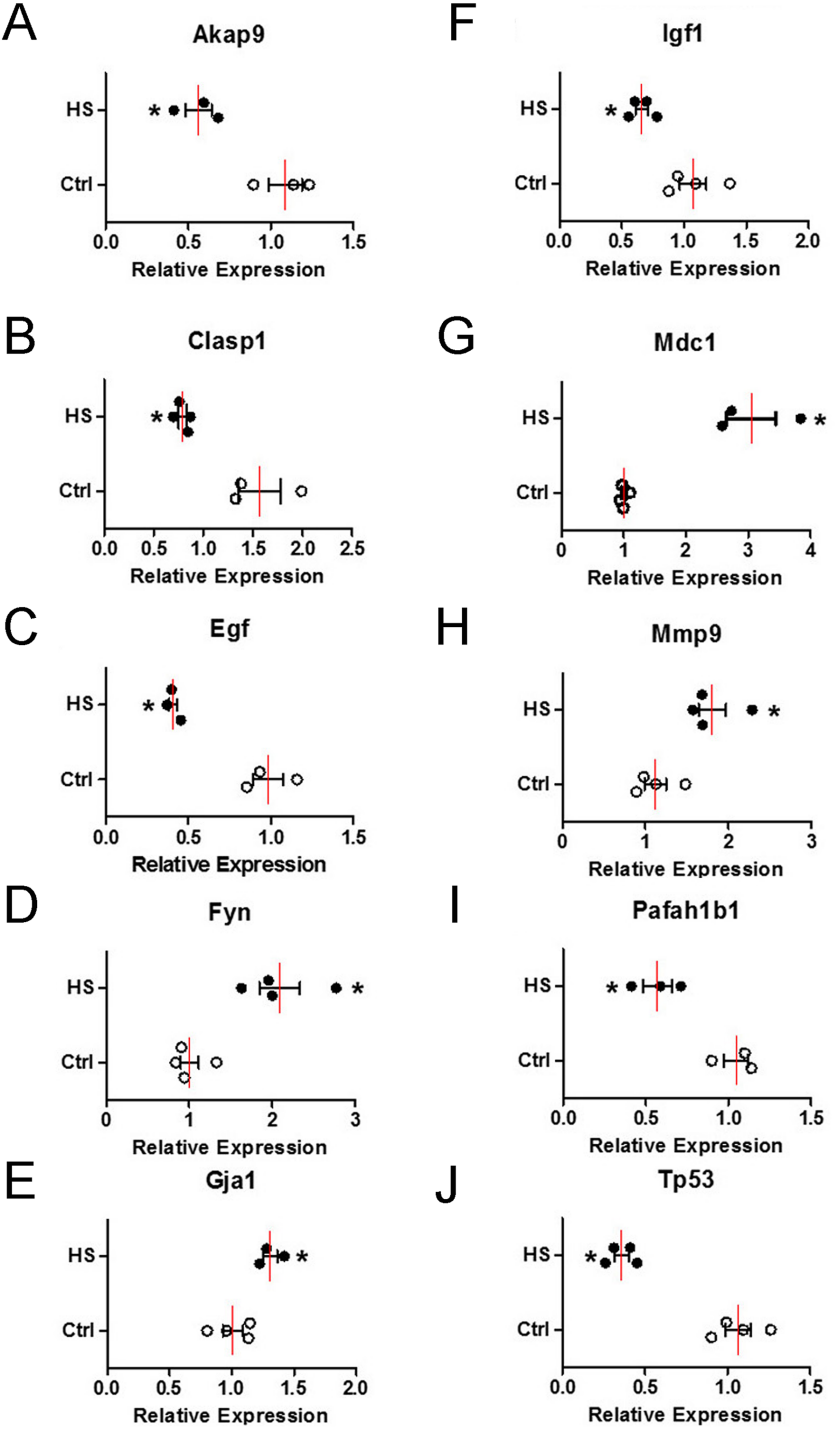
The mRNA relative expression levels of 10 hub genes. Four upregulated and six downregulated genes in BVSMCs of control (Ctrl) and high-salt diet induced hypertension (HS) rats. Values are shown as the mean ± SEM (*n* = 4 in each group). *P < 0.05 for HS vs. Ctrl group.

## Discussion

Hypertension is prevalent worldwide and causes numerous related cerebrovascular complications (Iadecola & Davisson, 2008). The pathogenesis of hypertension is complex, with multifactorial genetic inheritance combined with environmental factors (Padmanabhan & Joe, 2017). Among all the environmental factors, high-salt intake as a dietary habit has already been shown to be involved in the development of hypertension. Short- or long-term high-salt treatment induces hypertrophy of human VSMCs, which then reduces the lumen of arteries, leading to an increase in blood pressure (Bkaily et al., 2018). Moreover, alterations in stiffness and adhesive properties of VSMCs contribute to the increased aortic stiffness occurring with hypertension superimposed on aging (Sehgel et al., 2015). VSMC phenotypic plasticity has more recently become known as a mechanism contributing to high-salt intake–induced hypertension (Zhao et al., 2015; Nickenig et al., 1998). As early as year of 1999, researchers have found that the stroke-prone spontaneously hypertensive rat (SHRSP) model with high incidence of cerebrovascular accidents showing structural modification included decreased lumen size, increased wall thickness without net growth and so on. These alterations in SHRSP rat basilar structure could be further exaggerated by increasing salt-loaded diet (Arribas et al., 1999). Therefore, it is necessary to discover the molecular variations of VSMCs in response to NaCl treatment.

Over the last decade, genomics has played an important role in understanding both the development of the pathogenesis and the therapies of disorders. The use of gene chips and next-generation sequencing has facilitated the discovery of causative genetic variants. These technologies have been widely used to study potential molecular mechanisms and to evaluate therapeutic targets and biomarkers (Russo et al., 2018). Despite numerous basic studies reporting on hypertension in recent years, the specific molecular and genetic mechanisms associated with VSMCs have not been elucidated because most of the previous studies have focused on genes associated with organ dysfunction (Xu et al., 2018). In the present study, we compared the changes in transcript expression levels in BASMCs between rats that modeled high-salt–induced hypertension and control rats. We found significantly upregulated and downregulated gene transcripts in the rats modeling hypertension. We analyzed these DEGs and constructed PPI networks to clarify associated protein pathways (Fig. 6). Finally, we determined 10 hug geneswith the highest degree of connectivity (Fig. 7). To our knowledge, this is the first study to report potential important genes and signaling pathways in VSMCs associated with a high-salt-induced hypertension disease.

According to the results of the top 60 significantly enriched terms determined by GO functional enrichment analysis, the upregulated gene transcripts enriching in actin filament-based movement, cytoplasmic microtubule organization, tissue remodeling and so on, which are primarily related to cellular morphological and structural conformation. These findings were consistent with the KEGG pathway analysis results showing enrichment in the pathways of focal adhesion, adherens junctions, and tight junctions. By contrast, the gene transcripts with significantly lower expression enriched in the GO category of biological processes were involved in the intrinsic apoptotic signaling pathway. Convincing evidence has shown that autophagy in VSMCs occurs in hypertension (Wolinsky et al., 1973), and treatment with an autophagy inhibitor restores the loss of p62 in VSMCs in a pulmonary hypertension model (Long et al., 2013). Results from our KEGG analysis indicated that endocrine regulation was changed in response to the increased Na^+^ intake, such as aldosterone-regulated Na^+^ reabsorption, the thyroid hormone signaling pathway, the estrogen signaling pathway, and endocrine resistance. Another group previously reported that significant upregulation occurs in several genes of *Fejervarya cancrivora*—frog. The gene expression changes in this frog are useful for enhancing their ability to thrive in a high salt environment. The upregulated genes are associated with aldosterone-regulated Na^+^ reabsorption pathways, which are related to osmotic regulation, enhancing their tolerance for a high salt environment (Shao et al., 2015). Another changed signaling pathway in our study in the high-salt–induced hypertensive male rats is the estrogen signaling pathway (Fig. 4). It is well known that cardiovascular dysfunction is widely found in hypertension disease. Estrogen, as known as one of the hormones that involved in energy homeostasis, involves in the development of hypertension by regulating the immune and vascular systems (Taylor & Sullivan, 2016). However, for the difference of male and female mammals in sex hormone regulation in pressure and cerebral blood flow (Barnes, 2017), it is necessary to research genetic transcripts changes in female animals and compare the gender difference.

The functional protein interaction indicated by the analysis of the PPI network construction, module analysis, and transcript-corresponding hub gene candidate showed that two PPI modules played a crucial role in high-salt–induced BASMC variations. The 10 hub genes candidate were *Akap9, Clasp1*, *Egf*, *Fyn, Gja1*, *Igf1*, *Mdc1, Mmp9*, *Pafah1b1* and *Tp53*, of which four gene transcripts were highly expressed and six showed low expression. The module containing *Akap9, Clasp1* and *Pafah1b1* was associated with cellular conformation plasticity. Akap9 is A-kinase anchor protein 9 (and is also known as centrosome- and Golgi-localized protein kinase N-associated protein or AKAP350 or AKAP450); it participates in the regulation of microtubule dynamics. Disrupting the AKAP9 interaction with short myomegalin-like EB1-binding protein (SMYLE) or with EB1 can inhibit microtubule nucleation and their stabilization at the leading edge of migrating cells (Bouguenina et al., 2017). Researchers have found that *Akap9* mutations markedly enhance the phosphorylated Tau: Tau ratio in lymphoblastoid cell lines treated with the phosphodiesterase-4 inhibitor rolipram, revealing the impact of AKAP9 mutations on Tau protein, considered a central mechanism in the pathogenesis of Alzheimer disease (Ikezu et al., 2018). *Clasp1* encodes a microtubule-stabilizing protein that can suppress the transition from microtubule growth to shortening (Aher et al., 2018) and is involved in the regulation of microtubule dynamics during neurite/axon outgrowth (Sayas et al., 2019). *Pafah1b1* is named for platelet-activating factor acetyl hydrolase 1B1, which is significantly expressed in the vascular system. It has been reported that a 17p deletion distal to *Pafah1b1* has a distinctive phenotype: mild intellectual disability, moderate to severe growth restriction, white matter abnormalities, and developmental defects (Schiff et al., 2010). In vascular samples from patients with chronic thromboembolic pulmonary hypertension, *Pafah1b1* expression is upregulated (Josipovic et al., 2016). However, in our sequencing results, *Pafah1b1* was downregulated in the rats fed the high-salt diet.

The second module, which comprised *Egf, Fyn, Gja1, Igf1, Mdc1, Mmp9 and Tp53*, was related to kinase signaling and cellular proliferation. Goetsch et al. utilized transcriptional profiling strategies and reported coordinated expression of *Egf, Igf1* and *Mmp9* during muscle regeneration (Goetsch et al., 2003). Proto-oncogene tyrosine-protein kinase Fyn is a member of the Src family of kinases playing a critical role in T-cell and neuronal signaling. Mechanical cyclic stretch contributing to hypertension can transiently induce translocation of caveolin from caveolae to noncaveolar membrane sites in BASMCs. When caveolin translocates to noncaveolar sites, it mediates ERK activation through combination with beta1-integrins/Fyn/Shc (Kawabe et al., 2004). Fyn is also a required intermediate, involved interaction between Ca^2+^/calmodulin-dependent protein kinase II *δ*2 in VSM cells and regulate its motility (Ginnan et al., 2013). Gja1 is gap junction alpha-1 protein (also known as connexin 43); it enables gap junction intercellular communication between cells to regulate cell death, blood pressure, and cardiac development (Nielsen et al., 2012). Mislocalization or dysfunction of Gja1 because of hypertension-induced myocardial remodeling might cause lethal arrhythmias and heart failure (Boengler & Schulz, 2017; Egan Benova et al., 2016; Basheer et al., 2015). Recent findings indicate that downregulated expression of myocardial Gja1 may be involved in this process (Egan Benova et al., 2016). However, as opposed to this finding, the present study reported that *Gja1* was upregulated after high-salt intake. The conflicting results may attribute to the distinct types of muscular cells, such as myocardial cells and VSMCs. Similar results of enhanced expression of Cx43 were also found in VSMCs of spontaneously hypertensive rats (Wang et al., 2016). Gja1, i.e., Cx43 hemichannels, also associates with Ca^2+^ transmission within vessel smooth muscular cells contributing to the Ca^2+^ dynamics and contractility of smooth muscular cells, by facilitating Ca^2+^ entry and participating control of vessel diameter and blood flow (Bol et al., 2017). High-salt intake-induced hypertension increases TRPP2 expression in VSMCs (Zhao et al., 2015), which may in turn change Ca^2+^ dynamics as well as the expression of Gja1. Mediator of DNA damage checkpoint protein 1 (Mdc1) is a regulator of the intra-S phase and the G2/M cell cycle checkpoints, recruiting repair proteins to the site of the damaged DNA. A recent study has shown that Mdc1 is involved in high salt-induced activation of the osmoprotective transcription factor osmotic response element-binding protein (also known as tonicity enhancer-binding protein) (Kunin et al., 2010). *Tp53* is a widely studied tumor suppressor gene. It has been shown that *Tp53* is upregulated during in vitro differentiation of mouse embryonic stem cells into smooth muscle cells, indicating a regulatory role in smooth muscle cell differentiation by targeting myocardin (Tan et al., 2018).

In summary, our findings demonstrated that a high-salt diet fed to rats induced transcript expression changes in BASMCs. These differentially expressed transcripts were enriched in pathways involved in cellular morphological and construal plasticity, autophagy, and endocrine regulation. These results provide a deeper understanding of the development of high-salt-induced hypertension at the molecular and protein pathway levels and suggest areas that may be targeted for the discovery of new drugs in the treatment of hypertension.

## Conclusions

These genetic transcript changes in the BASMCs derived from high-salt intake–induced hypertensive rats may provide critical information about multiple cellular processes and biological functions that occur during the development of cerebrovascular disorders and provide potential new targets to help control or block the development of hypertension.

##  Supplemental Information

10.7717/peerj.9849/supp-1 Figure S1 Principal components analysis (PCA) visualization Heterogeneity of RNAseq data between control and high-salt diet groups is shown in the PCA figure. Click here for additional data file.

10.7717/peerj.9849/supp-2 Table S1 Significantly upregulated and downregulated transcripts in high-salt diet group compared to control group Significance was statistically performed by comparing with regular diet control group. LogFC indicates the log of the fold change. Click here for additional data file.

10.7717/peerj.9849/supp-3 Supplemental Information 3 Raw data of expression levels of 10 hub genes transcripts in qPCR verification experiment Click here for additional data file.

## References

[ref-1] Aher A, Kok M, Sharma A, Rai A, Olieric N, Kapitein LC, Steinmetz MO, Dogterom M, Akhmanova A (2018). CLASP suppresses microtubule catastrophes through a single TOG domain. Developmental Cell.

[ref-2] Arribas SM, Costa R, Salomone S, Morel N, Godfraind T, McGrath JC (1999). Functional reduction and associated cellular rearrangement in SHRSP rat basilar arteries are affected by salt load and calcium antagonist treatment. Journal of Cerebral Blood Flow and Metabolism.

[ref-3] Barnes JN (2017). Sex-specific factors regulating pressure and flow. Experimental Physiology.

[ref-4] Basheer WA, Harris BS, Mentrup HL, Abreha M, Thames EL, Lea JB, Swing DA, Copeland NG, Jenkins NA, Price RL, Matesic LE (2015). Cardiomyocyte-specific overexpression of the ubiquitin ligase Wwp1 contributes to reduction in Connexin 43 and arrhythmogenesis. Journal of Molecular and Cellular Cardiology.

[ref-5] Bkaily G, Simon Y, Menkovic I, Bkaily C, Jacques D (2018). High salt-induced hypertrophy of human basilar artery vascular smooth muscle cells associated with a decrease in glycocalyx. Journal of Molecular and Cellular Cardiology.

[ref-6] Boengler K, Schulz R (2017). Connexin 43 and Mitochondria in Cardiovascular Health and Disease. Advances in Experimental Medicine and Biology.

[ref-7] Bol M, Wang N, De Bock M, Wacquier B, Decrock E, Vadim Krysko D, Bultynck G, Dupont G, Vande Voorde J, Leybaert L (2017). At the cross-point of connexins, calcium, and ATP: blocking hemichannels inhibits vasoconstriction of rat small mesenteric arteries. Cardiovascular Research.

[ref-8] Bouguenina H, Salaun D, Mangon A, Muller L, Baudelet E, Camoin L, Tachibana T, Cianférani S, Audebert S, Verdier-Pinard P, Badache A (2017). EB1-binding-myomegalin protein complex promotes centrosomal microtubules functions. Proceedings of the National Academy of Sciences of the United States of America.

[ref-9] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nature Biotechnology.

[ref-10] Chin CH, Chen SH, Wu HH, Ho CW, Ko MT, Lin CY (2014). cytoHubba: identifying hub objects and sub-networks from complex interactome. BMC Systems Biology.

[ref-11] Crestani S, Webb RC, Da Silva-Santos JE (2017). High-salt intake augments the activity of the RhoA/ROCK pathway and reduces intracellular calcium in arteries from rats. American Journal of Hypertension.

[ref-12] Davis H, Bardsley EN, Paterson DJ (2018). Transcriptional profiling of stellate ganglia from normotensive and spontaneously hypertensive rat strains. Scientific Data.

[ref-13] Egan Benova T, Szeiffova Bacova B, Viczenczova C, Diez E, Barancik M, Tribulova N (2016). Protection of cardiac cell-to-cell coupling attenuate myocardial remodeling and proarrhythmia induced by hypertension. Physiological Research.

[ref-14] Ginnan R, Zou X, Pfleiderer PJ, Mercure MZ, Barroso M, Singer HA (2013). Vascular smooth muscle cell motility is mediated by a physical and functional interaction of Ca^2+^/calmodulin-dependent protein kinase II *δ*2 and Fyn. Journal of Biological Chemistry.

[ref-15] Goetsch SC, Hawke TJ, Gallardo TD, Richardson JA, Garry DJ (2003). Transcriptional profiling and regulation of the extracellular matrix during muscle regeneration. Physiological Genomics.

[ref-16] Grillo A, Salvi L, Coruzzi P, Salvi P, Parati G (2019). Sodium Intake and Hypertension. Nutrients.

[ref-17] Iadecola C, Davisson RL (2008). Hypertension and cerebrovascular dysfunction. Cell Metabolism.

[ref-18] Ikezu T, Chen C, DeLeo AM, Zeldich E, Fallin MD, Kanaan NM, Lunetta KL, Abraham CR, Logue MW, Farrer LA (2018). Tau phosphorylation is impacted by rare AKAP9 mutations associated with Alzheimer disease in African Americans. Journal of Neuroimmune Pharmacology.

[ref-19] Jiang W, Ye L, Yang Y, Wang P, Pan W, Du J, Shen B, Wang K (2019). TRPP2 associates with STIM1 to regulate cerebral vasoconstriction and enhance high-salt intake–induced hypertensive cerebrovascular spasm. Hypertension Research.

[ref-20] Josipovic I, Fork C, Preussner J, Prior KK, Iloska D, Vasconez AE, Labocha S, Angioni C, Thomas D, Ferreirós N, Looso M, Pullamsetti SS, Geisslinger G, Steinhilber D, Brandes RP, Leisegang MS (2016). PAFAH1B1 and the lncRNA NONHSAT073641 maintain an angiogenic phenotype in human endothelial cells. Acta Physiologica.

[ref-21] Karppanen H, Mervaala E (2006). Sodium intake and hypertension. Progress in Cardiovascular Diseases.

[ref-22] Kawabe J, Okumura S, Lee MC, Sadoshima J, Ishikawa Y (2004). Translocation of caveolin regulates stretch-induced ERK activity in vascular smooth muscle cells. The American Journal of Physiology-Heart and Circulatory Physiology.

[ref-23] Kunin M, Dmitrieva NI, Gallazzini M, Shen RF, Wang G, Burg MB, Ferraris JD (2010). Mediator of DNA damage checkpoint 1 (MDC1) contributes to high NaCl-induced activation of the osmoprotective transcription factor TonEBP/OREBP. PLOS ONE.

[ref-24] Lacolley P, Regnault V, Nicoletti A, Li Z, Michel JB (2012). The vascular smooth muscle cell in arterial pathology: a cell that can take on multiple roles. Cardiovascular Research.

[ref-25] Liu M, Wu B, Wang WZ, Lee LM, Zhang SH, Kong LZ (2007). Stroke in China: epidemiology, prevention, and management strategies. Lancet Neurology.

[ref-26] Long L, Yang X, Southwood M, Lu J, Marciniak SJ, Dunmore BJ, Morrell NW (2013). Chloroquine prevents progression of experimental pulmonary hypertension via inhibition of autophagy and lysosomal bone morphogenetic protein type II receptor degradation. Circulation Research.

[ref-27] Nickenig G, Strehlow K, Roeling J, Zolk O, Knorr A, Böhm M (1998). Salt induces vascular AT1 receptor overexpression in vitro and in vivo. Hypertension.

[ref-28] Nielsen MS, Axelsen LN, Sorgen PL, Verma V, Delmar M, Holstein-Rathlou NH (2012). Gap junctions. Comprehensive Physiology.

[ref-29] Padmanabhan S, Joe B (2017). Towards precision medicine for hypertension: a review of genomic, epigenomic, and microbiomic effects on blood pressure in experimental rat models and humans. Physiological Reviews.

[ref-30] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level Expression Analysis of RNA-seq Experiments With HISAT, StringTie and Ballgown. Nature Protocols.

[ref-31] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[ref-32] Russo A, Di Gaetano C, Cugliari G, Matullo G (2018). Advances in the genetics of hypertension: the effect of rare variants. International Journal of Molecular Sciences.

[ref-33] Sayas CL, Basu S, Van der Reijden M, Bustos-Morán E, Liz M, Galjart N (2019). Distinct functions for mammalian CLASP1 and -2 during neurite and axon elongation. Frontiers in Cellular Neuroscience.

[ref-34] Schiff M, Delahaye A, Andrieux J, Sanlaville D, Vincent-Delorme C, Aboura A, Benzacken B, Bouquillon S, Elmaleh-Berges M, Labalme A, Passemard S, Perrin L, Manouvrier-Hanu S, Edery P, Verloes A, Drunat S (2010). Further delineation of the 17p13.3 microdeletion involving YWHAE but distal to PAFAH1B1: four additional patients. European Journal of Medical Genetics.

[ref-35] Sehgel NL, Sun Z, Hong Z, Hunter WC, Hill MA, Vatner DE, Vatner SF, Meininger GA (2015). Augmented vascular smooth muscle cell stiffness and adhesion when hypertension is superimposed on aging. Hypertension.

[ref-36] Shao Y, Wang LJ, Zhong L, Hong ML, Chen HM, Murphy RW, Wu D-D, Zhang Y-P, Che J (2015). Transcriptomes reveal the genetic mechanisms underlying ionic regulatory adaptations to salt in the crab-eating frog. Scientific Reports.

[ref-37] Soon WW, Hariharan M, Snyder MP (2013). High-throughput sequencing for biology and medicine. Molecular Systems Biology.

[ref-38] Starke R.M., Chalouhi N., Ding D., Raper D.M., Mckisic M.S., Owens G.K., Hasan D.M., Medel R., Dumont A.S. (2014). Vascular smooth muscle cells in cerebral aneurysm pathogenesis. Translational Stroke Research.

[ref-39] Streeter E, Hart J, Badoer E (2012). An investigation of the mechanisms of hydrogen sulfide-induced vasorelaxation in rat middle cerebral arteries. Naunyn-Schmiedebergs Archives of Pharmacology.

[ref-40] Su G, Morris JH, Demchak B, Bader GD (2014). Biological network exploration with Cytoscape 3. Current Protocols in Bioinformatics.

[ref-41] Szklarczyk D, Gable AL, Lyon D, Junge A, Wyder S, Huerta-Cepas J, Simonovic M, Doncheva NT, Morris JH, Bork P, Jensen LJ, Mering CV (2019). STRING v11: protein-protein association networks with increased coverage, supporting functional discovery in genome-wide experimental datasets. Nucleic Acids Research.

[ref-42] Tan Z, Li J, Zhang X, Yang X, Zhang Z, Yin K-J, Huang H (2018). P53 promotes retinoid acid-induced smooth muscle cell differentiation by targeting myocardin. Stem Cells and Development.

[ref-43] Taylor LE, Sullivan JC (2016). Sex differences in obesity-induced hypertension and vascular dysfunction: a protective role for estrogen in adipose tissue inflammation?. The American Journal of Physiology-Regulatory, Integrative and Comparative Physiology.

[ref-44] Touyz RM, Alves-Lopes R, Rios FJ, Camargo LL, Anagnostopoulou A, Arner A, Montezano AC (2018). Vascular smooth muscle contraction in hypertension. Cardiovascular Research.

[ref-45] Wang LJ, Liu WD, Zhang L, Ma KT, Zhao L, Shi W-Y, Zhang W-W, Wang Y-Z, Li L, Si JQ (2016). Enhanced expression of Cx43 and gap junction communication in vascular smooth muscle cells of spontaneously hypertensive rats. Molecular Medicine Reports.

[ref-46] Wolinsky H, Goldfischer S, Schiller B, Kasak LE (1973). Lysosomes in aortic smooth muscle cells. Effects of hypertension. American Journal of Pathology.

[ref-47] Xu H, Qing T, Shen Y, Huang J, Liu Y, Li J, Zhen T, Xing K, Zhu S, Luoa M, Luo M (2018). RNA-seq analyses the effect of high-salt diet in hypertension. Gene.

[ref-48] Zhao R, Zhou M, Li J, Wang X, Su K, Hu J, Ye Y, Zhu J, Zhang G, Wang K, Du J, Wang L, Shen B (2015). Increased TRPP2 expression in vascular smooth muscle cells from high-salt intake hypertensive rats: the crucial role in vascular dysfunction. Molecular Nutrition & Food Research.

[ref-49] Zhou M, Wang H, Zeng X, Yin P, Zhu J, Chen W, Li X, Wang L, Wang L, Liu Y, Liu J, Zhang M, Qi J, Yu S, Afshin A, Gakidou E, Glenn S, Sarah Krish V, Miller-Petrie MK, Mountjoy-Venning WC, Mullany EC, Boston Redford S, Liu H, Naghavi M, Hay SI, Wang L, Murray CJL, Liang X (2019). Mortality, morbidity, and risk factors in China and its provinces, 1990-2017: a systematic analysis for the Global Burden of Disease Study 2017. Lancet.

[ref-50] Zhu J, Yu M, Friesema J, Huang T, Roman RJ, Lombard JH (2005). Salt-induced ANG II suppression impairs the response of cerebral artery smooth muscle cells to prostacyclin. The American Journal of Physiology-Heart and Circulatory Physiology.

# Supplementary material for: Differentially expressed transcripts and associated protein pathways in basilar artery smooth muscle cells of the high-salt intake–induced hypertensive rat
**Source:** PeerJ. 2020 Oct 13;8:e9849. doi: 10.7717/peerj.9849
**Supplement:** Table S1 — Significance was statistically performed by comparing with regular diet control group. LogFC indicates the log of the fold change.

**Table S1. Significantly upregulated and downregulated transcripts in high-salt diet group compared to control group.**

Note: Significance was statistically performed by comparing with regular diet control group. 

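Table S1 lists 368 entries, 203 upregulated and 165 downregulated, with a log2 fold change and a p value for each. In a search over 30 combinations of settings that was made after the data were seen, 1 combination gave the log2 fold change and the p value of all 368 entries, and no other gave those of more than 17. It kept all 31715 rows and the unrounded counts, normalized them with TMM, and estimated the common and then the tagwise dispersion. The common dispersion was 0.887. The p value column held the unadjusted p of that test. The identity of 4 entries was settled by the nearest p value, because 2 transcripts each had nearly the same values.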

LogFC indicates the log of the fold change.

How the deposited data were processed for this re-analysis (not part of the article)

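RNA of basilar artery smooth muscle cells from 3 control rats and 3 rats on a high-salt diet was sequenced, with the groups and replicate numbers taken from the sample labels and the paper. The authors trimmed the reads with Trimmomatic, checked them with FastQC and estimated the count of each transcript with Kallisto, and they deposited these estimated counts without scaling for depth or length. The deposited table holds 31715 transcripts under Ensembl identifiers. The paper also names HISAT2, an NCBI annotation of Rnor_6.0 and FPKM values, and these were not used here. No column was left without a sample.

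The estimated counts were rounded to whole numbers before the tests. The exact test, the quasi-likelihood test and TMM normalization were run with edgeR 4.0.16 and the Wald test with DESeq2 1.42.0, in R 4.3.3. The exact test, which the paper names, covered the 24253 transcripts with at least 1 rounded count, with dispersions from estimateDisp. The quasi-likelihood test covered the 17915 transcripts left by filterByExpr. A transcript was counted at a change of at least 2-fold and a p under 0.05, unadjusted or with Benjamini-Hochberg adjustment as stated. The design assumed whole counts and planned gene totals beside the transcripts, but the transcripts were not paired with genes in what was analysed here. The single transcript of Table S1 therefore stands for each hub gene, and its exact test is given. The gene names of transcripts come from Table S1 of the paper, whose 368 entries were matched to the deposited counts by log2 fold change, within 1e-06, and by p value, within 1%. Symbols were matched to the RefSeq annotation of GRCr8 for names alone, and 293 of 355 names matched.

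The tests were checked on simulated counts made with the means and library sizes of the deposited counts, with 200 transcripts changed 8-fold. These were drawn from transcripts that passed filterByExpr and had a mean above 1 CPM, so the recovery does not cover lower levels. No difference shared by the replicate 1 libraries was simulated. At a dispersion of 0.05, each of the 3 tests recovered 200 of 200 at an adjusted p under 0.05. At the dispersions estimated from the data, with a median of 0.406, the quasi-likelihood test recovered 96 of 200, the exact test 105 and the exact test with tagwise dispersion 95. Groups of neighbouring transcripts that share reads were taken as those whose non-whole counts sum to a whole number in every library. There were 2709 such groups with 6506 of the 13660 transcripts with non-whole counts, against 43 transcripts in shuffled row order. A transcript with non-whole counts outside these groups may share reads with transcripts that the search did not find. The search recovered 150 of 150 simulated groups, each a pair of neighbouring transcripts set between transcripts with whole counts. Larger groups were not simulated, so their recovery was not tested.

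Libraries held between 12896098 and 24718338 counts. The smallest level shown was set at 3 counts, and a fold change against a group whose libraries are all at or under it is given as a lower bound. The bound divides the mean of the higher group by that smallest level, averaged over the libraries of the other group. It does not cover the spread between rats. Intervals and floors of this kind cover counting error alone. The replicate numbers in the labels are shared by the groups, and the paper does not describe them as pairs. Since same-numbered libraries had a mean correlation of deviations of 0.303, most of it from the replicate 1 libraries, the replicate number was also fitted as a block. The alternatives set in advance were other size factors, other filters on low counts, unrounded counts, other dispersion estimates, DESeq2, a replicate block, and each library left out in turn. The settings that give Table S1, the covariate for the replicate 1 pair, the fit on replicates 2 and 3 and the sums over transcripts that share reads were added after the data were seen.

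The genes named were, by a rule set in advance, the hub genes, the genes the paper's text or Fig. 6 names, the 5 transcripts with the lowest p in each direction in the quasi-likelihood test, and the 3 entries of Table S1 with the lowest p in each direction. In the quasi-likelihood test these 5 were transcripts of Slc4a10, Asph, LOC103693189, Zfp189 and Epha3 among the higher ones and of Usp1, Rnf123, Wdr48, AC141102.1 and Atat1 among the lower ones. Gene totals, marker sets of cell types, and the GO, KEGG and network memberships were not analysed here, nor were the blood pressure readings.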

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

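Alternatives called added below were chosen after the data were seen, and all others were fixed before the data were examined. In the exact test, the numbers of transcripts past 2-fold and an unadjusted p of 0.05 were 140 up and 157 down. They stayed within 1.5 times these numbers with library sizes alone, RLE size factors, unrounded counts, common and then tagwise dispersion, a CPM filter and the added settings that give Table S1. With the filterByExpr filter they were 62 up and 71 down. Across the 6 fits that each left out one library, they ranged from 83 to 241 up and from 110 to 281 down. The cause was not tested.

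At an adjusted p under 0.05, the exact test gave 1 transcript, and 301 had an unadjusted p under 0.05. The number was 2 with the filterByExpr filter and 0 with the added settings that give Table S1, where 368 had an unadjusted p under 0.05. It ranged from 3 to 12 across the 6 fits that each left out one library, and was 1 under the other alternatives. The cause was not tested.

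In the quasi-likelihood test, 0 transcripts up and 0 down passed an adjusted p of 0.05, and 141 had an unadjusted p under 0.05. DESeq2 gave 4 up and 2 down, and the exact test of edgeR with the same filter gave 2 down and 0 up. The transcripts were those of Slc4a10, Impad1, Zfp189, Asph, Usp1 and Rnf123 in DESeq2 and of Usp1 and Rnf123 in the exact test. The lowest adjusted p across these alternatives ranged from 3.73e-05 in DESeq2 to 1.00. The cause was not tested. The counts stayed at 0 with other size factors, other filters, robust estimation, no fold-change threshold, each library left out, and the 3 added fits. In these fits the number with an unadjusted p under 0.05 ranged from 119 with the transcripts that share reads summed to 603 with replicates 2 and 3 only.

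With the replicate block, the quasi-likelihood test gave 0 transcripts up and 0 down at an adjusted p under 0.05 and 327 with an unadjusted p under 0.05. Same-numbered libraries had a mean correlation of deviations of 0.303, and the replicate 1 libraries, at 0.517, account for most of it. The mean for libraries of different groups and numbers was -0.151. Deviations from a group mean cancel out within the group, which largely fixes this value, so it adds no evidence for pairs.

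The share of variance between the group means in the PCA was 13.5%, and no alternative gave an exact p under 0.6. These p values ignore the replicate numbers. Among the 4 splits that part all same-numbered pairs, the diets held the largest share, but 4 splits are too few for a test. Leaving out one library gave 13.7% to 25.6%, but chance also gives a larger share with fewer libraries. The direction of the 368 Table S1 entries was kept with library sizes alone and with RLE size factors, and for 339 to 362 entries with one library left out. Entries left without counts in such a fit were not counted, so the rest need not have reversed. Other size factors could hardly reverse an entry in which one group had no counts. The number of entries without counts in one group was 248, or 283 with up to 3 counts allowed in each library, and 250 to 271 with one library left out.

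For the 9 hub transcripts analysed here, all 89 fits under alternatives, those with the added settings among them, kept the sign of the log2 fold change. Outside Gja1 and Akap9 the sign could hardly change in these fits, since one group had at most 3 counts in each library. In 66 of these fits the unadjusted p stayed on its side of 0.05, in 12 it passed 0.05 and in 11 it no longer did. Gene totals and the marker sets of smooth muscle, neural, endothelial and blood cells were not run, since the transcripts were not paired with genes here. Depth may limit the transcripts of low level, and this was not tested. The median level of the higher group among Table S1 entries was 2.51 CPM, and 283 of the 368 entries had at most 3 counts in each library of the lower group.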

Differences from the paper's values

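The paper reports 368 significantly changed transcripts at a corrected p. With Benjamini-Hochberg adjustment, the exact test of edgeR gave 1 transcript at an adjusted p under 0.05 and a change of at least 2-fold. None of the alternatives set before the data were examined closed the gap, with 1 to 12 transcripts. At an unadjusted p under 0.05, the exact test gave 140 up and 157 down against the paper's 203 and 165. The settings that give Table S1, which were chosen after seeing the values, gave 203 up and 165 down at an unadjusted p and 0 at an adjusted p. Of the 30 combinations tried in that search, 2 others also gave 203 up, with 167 and 163 down.

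The paper's Table 2 gives a log2 fold change of -7.931111523 for Clasp1, the value it also gives for Egf. In the exact test of edgeR, the log2 fold change of Clasp1 was 7.28. None of the alternatives set before the data were examined closed the gap, with values from 4.43 to 7.88. The paper's Table S1 lists Clasp1 as upregulated with 7.28, and the settings that give Table S1, chosen after seeing the values, gave 7.28 as well.

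The legend of Fig. 6 gives red to upregulated and green to downregulated genes. Transcripts that were higher in the high-salt diet group, such as those of Optn and Erbb2 with log2 fold changes of 10.82 and 9.18, are drawn there in teal, and lower ones such as that of Usp1, at -10.05, in purple. The paper states that the heterogeneity between the groups is obvious in a PCA. The variance between the group means was 13.5% of the total. This is below the mean of 20% over the 10 splits of the libraries, and above the 12.7% to 13.3% of the other 3 splits that part all same-numbered pairs.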

Other observations

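The tests of the library with the fewest detected transcripts, of the library with the highest Table S1 levels and of the sums in which a transcript holds at least 50% were chosen only after the result was seen. The other tests were written down before they were run, but they concern patterns noticed in the same data.

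The 6 libraries can be split into 3 and 3 in 10 ways, 4 of which part all 3 same-numbered pairs, as the diets do, and 6 of which part 1 pair. In the exact test, the diets gave 297 transcripts past 2-fold and an unadjusted p of 0.05, and 1 of the 4 splits gave as many, namely the diets themselves, since the other 3 gave 224 to 251. With the settings that give Table S1, the diets gave 368 and the other 3 splits 290 to 322, so that again 1 of the 4 was as large. In the quasi-likelihood test, the diets gave 141 transcripts with an unadjusted p under 0.05, and 2 of the 4 splits gave as many, the other 3 ranging from 106 to 151. At an adjusted p under 0.05 the number was 0 in each of the 4 splits. The 6 splits that part 1 pair gave 262 to 1413 transcripts in the exact test and 91 to 1292 in the quasi-likelihood test. With the settings that give Table S1, the number at an adjusted p under 0.05 was 0 for the diets, 0, 5 and 3 for the other 3 splits of this kind, and between 1 and 107 for the 6 that part 1 pair. With so few splits a share under 0.05 cannot occur, so the diets cannot be told apart from a random grouping of the libraries by these counts.

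Control replicate 1 and high-salt replicate 1 resembled each other more than libraries of the same diet did. Their Spearman correlation across transcripts was 0.942, against a mean of 0.886 for libraries of the same diet. Other pairs came close on this measure, with 0.939 for control replicate 3 with high-salt replicate 3 and 0.933 for control replicates 2 and 3. Both replicate 1 libraries exceeded the other 4 libraries in 3708 of 17915 transcripts, or 20.7%. Each of the 15 pairs would have 6.67% by chance, and the next highest pair had 7.92%. The transcript ENSRNOT00000016859.5, chosen after its values were seen as the most uneven of the 11 that reach 1% of a library, took 1.24% and 0.506% of the counts of these libraries and at most 0.00379% of each of the others. The splits of the PCA that put both on one side held 29.3% to 30.7% of the variance between groups. A difference in depth is a candidate explanation, but at equal depth the correlation of their deviations from the group means was 0.531, against 0.517 before. The labels give no batch, so a batch of the replicate 1 libraries was not tested and the pattern cannot be told apart from one, and no biological explanation was tested because it crosses the diets.

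Few small p values arose in the quasi-likelihood test, 0.787% under 0.05, where 5% would arise by chance in independent tests. A candidate explanation is that the difference shared by the replicate 1 libraries widens the spread within both groups. With that pair as a covariate the share was 2.76%, still under 5%, while the number with an unadjusted p under 0.05 was 495 with the replicate 1 pair, 129 with the replicate 2 pair and 99 with the replicate 3 pair. The shared difference thus accounts for part of the pattern at most.

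Many Table S1 transcripts had no counts in a whole group, and reads shared between transcripts may explain this. Non-whole counts occurred in 89.9% of the 248 entries, against a mean of 63.2% and at most 75.4% in 10000 random lists matched on total counts (permutation p = 0.0001, the smallest these lists can give). Of these entries, 114 belonged to a group of transcripts that share reads. The median absolute log2 fold change was 8.39 for these transcripts and 0.17 for the sums of their groups. Of these sums, 8 reached 2-fold and 1 had an unadjusted p under 0.05 in the exact test of edgeR. The value of 8.39 depends on the prior count that edgeR adds. On the log2(CPM + 1) scale the median absolute differences were 1.09 and 0.177, and 2 sums differed by 1 or more. These transcripts held a median of 12.9% of their sums in the higher group, so most sums would stay flat even if the transcript were lost, and this comparison cannot tell. In 12 entries the transcript held at least 50% of its sum, so that its loss alone would change the sum 2-fold. The median absolute log2 fold change of these 12 sums was 0.64, and 5 of them reached 2-fold. A change in how reads were divided among transcripts may thus account for some of these entries and not for others, and the tests do not say whether Kallisto's estimate or a switch between transcripts of a gene brought it about.

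High-salt replicate 2 had the fewest detected transcripts, 16831, against 18961 to 21154 in the other libraries. A difference in depth could bring this about, but at equal depth it still had the fewest, 16603. Of the 203 upregulated Table S1 entries, 136 had their highest level in this library, and 102 were still called without it, with the settings that give Table S1. Without high-salt replicate 1 or 3, 183 and 153 were still called. Without control replicate 1, 2 or 3, 86, 76 and 69 were still called, but leaving out a control library does not test an outlying high-salt library. The pattern cannot be told apart from one outlying library. The transcript ENSRNOT00000074325.1, chosen after its values were seen, took 3.53% of the counts in high-salt replicate 2. It took 0.0126% in high-salt replicate 1 and 0.952% in high-salt replicate 3. In control replicates 1, 2 and 3 it took 0.0294%, 0.699% and 0.259%.

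The clustering of the libraries by diet in Fig. 2B uses transcripts chosen on the same comparison. When transcripts were chosen in the same way for each of the 4 splits that part all 3 pairs, 1 split, the diets, was separated by its own transcripts, and the other 3 were not. Of the 6 splits that part 1 pair, control replicates 1 and 2 with high-salt replicate 2, and control replicates 1 and 3 with high-salt replicate 3, were separated by theirs. Without scaling, none of the 4 was separated, while control replicates 1 and 2 with high-salt replicate 2 still were. With scaling, the same selection thus separated 2 of the 9 splits other than the diets and left 7 unseparated. With so few splits, the clustering by diet cannot be told apart from the selection of the transcripts.

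The paper's qPCR values for the 9 hub genes analysed here come from separate measurements and not from the libraries. The paper's supplement lists 3 or 4 values in each group, with 4 in both groups for 3 of the 9 genes. The primers were not matched to transcripts here, so only directions are compared. Fyn rose from a mean of 1.00 to 2.09 by qPCR, against a log2 fold change of 7.81 for its transcript. Egf fell from 0.982 to 0.409, against -7.94. In the two-sided exact permutation test, p was 0.0286 for Igf1, Mmp9, Fyn and Mdc1 and 0.0571 for Gja1. It was 0.1, the smallest that 3 values against 3 allow, for Pafah1b1, Akap9 and Egf. By the qPCR means, 8 of the 9 genes changed in the direction of the transcript in the RNA sequencing. The exception is Clasp1, for which the paper's values have a mean of 1.56 ± 0.369 (SD, n = 3) in the control group and 0.793 ± 0.0794 (SD, n = 4) in the high-salt group (two-sided exact permutation test, p = 0.0286), while the transcript had no counts in the control libraries after rounding.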
